# Dual RNA-Seq transcriptome analysis of chicken macrophage-like cells (HD11) infected *in vitro* with *Eimeria tenella*

**DOI:** 10.1017/S0031182021000111

**Published:** 2021-05

**Authors:** Arnar K. S. Sandholt, Feifei Xu, Robert Söderlund, Anna Lundén, Karin Troell, Staffan G. Svärd, Eva Wattrang

**Keywords:** Chicken, coccidiosis, dual RNA-Seq, *Eimeria tenella*, infection biology, transcriptome analysis

## Abstract

The study aimed to monitor parasite and host gene expression during the early stages of *Eimeria tenella* infection of chicken cells using dual RNA-Seq analysis. For this, we used chicken macrophage-like cell line HD11 cultures infected *in vitro* with purified *E. tenella* sporozoites. Cultures were harvested between 2 and 72 h post-infection and mRNA was extracted and sequenced. Dual RNA-Seq analysis showed clear patterns of altered expression for both parasite and host genes during infection. For example, genes in the chicken immune system showed upregulation early (2–4 h), a strong downregulation of genes across the immune system at 24 h and a repetition of early patterns at 72 h, indicating that invasion by a second generation of parasites was occurring. The observed downregulation may be due to immune self-regulation or to immune evasive mechanisms exerted by *E. tenella*. Results also suggested pathogen recognition receptors involved in *E. tenella* innate recognition, MRC2, TLR15 and NLRC5 and showed distinct chemokine and cytokine induction patterns. Moreover, the expression of several functional categories of *Eimeria* genes, such as rhoptry kinase genes and microneme genes, were also examined, showing distinctive differences which were expressed in sporozoites and merozoites.

## Introduction

In all types of modern poultry husbandry, coccidiosis is one of the most economically important infectious diseases (Chapman *et al*., 2013; Blake and Tomley, 2014; Witcombe and Smith, 2014). The disease is caused by obligate intracellular protozoan parasites of the genus *Eimeria*, phylum Apicomplexa, and seven different *Eimeria* species can infect domestic fowl. The life cycle of *Eimeria* is monoxenous and involves three phases: sporulation of oocysts that occur outside the host, schizogony (repeated asexual replication over several generations) and gametogony (sexual replication) that occur inside the host. The oocyst stage is extremely resilient in the environment and to chemical disinfectants and the infection is therefore very difficult to eliminate solely with hygienic measures. Currently, disease control in poultry relies on either routine chemoprophylaxis using so-called coccidiostats or vaccination with live virulent or attenuated *Eimeria* parasites (Witcombe and Smith, 2014; Soutter *et al*., 2020). Both methods work satisfactory but are not sustainable due to several reasons including the development of parasite resistance against coccidiostats, difficulties in scaling up production of live vaccines, costs and ethics. The demand for new control measures such as a subunit vaccine is therefore high. However, in order to effectively develop and evaluate new prophylactic methods more knowledge on infection biology and parasite–host interaction between *Eimeria* and the chicken is needed. It is known that *Eimeria* infection results in robust *Eimeria* species-specific immunity in chickens and that features associated with Th1-type responses such as cytotoxic T-cells and *IFN-γ* production rather than specific antibody development are important in protective immunity (McDonald and Shirley, 2009; Kim *et al*., 2019; Soutter *et al*., 2020). Nonetheless, information on the early recognition of *Eimeria* infection by host cells and initiation of ensuing immune responses as well as on parasite activities during this stage is very limited. For example, a crucial event in the initiation of protective immune responses is the correct recognition of pathogen-associated molecular patterns (PAMPs) by pathogen recognition receptors (PRR) of the innate immune system. While PRR recognition of bacterial and viral infections (Kawai and Akira, 2009) has been more intensely studied, their involvement in recognition of Apicomplexan protozoa has also been described (Denkers, 2010). Also, protozoan PAMPs (Egan *et al*., 2009; Ghosh and Stumhofer, 2013; Dos-Santos *et al*., 2016), e.g. glycosylphosphatidylinositol (GPI)-anchored surface antigens (SAGs), including those from *E. tenella* (Chow *et al*., 2011) have been suggested. There are also studies that indicate expressional changes for some PRR during acute *Eimeria* infections of chickens (Sumners *et al*., 2011; Zhang *et al*., 2012) and in *Eimeria* stimulated chicken cells *in vitro* (Zhou *et al*., 2013). However, no real consensus on PRR that are involved in the recognition of *Eimeria* parasites nor on the ligands involved has yet been reached.

Host–pathogen interactions during an infection are dependent on complex and interlinked alterations in the gene expression patterns of both parties. Dual RNA-Seq refers to high-throughput sequencing of the transcriptome of both an infected host and a pathogen in the same sample and allows for precise and sensitive characterization of such gene expression pattern changes. Among intracellular parasites, the methodology has been used to study parasite and host cell transcriptomes of e.g. *Trypanosoma cruzi* (Li *et al*., 2016) and *Leishmania* spp (Dillon *et al*., 2015; Fernandes *et al*., 2016) *in vitro*. *In vivo* transcriptional responses of *E. falciformis* (Ehret *et al*., 2017) and *Toxoplasma gondii* (Pittman *et al*., 2014) and their murine hosts have also been studied using dual RNA-Seq. We wanted to explore this approach to obtain a comprehensive view of parasite and host events during the early phase of *Eimeria* infection of chicken cells *in vitro*. *Eimeria* parasites are not readily propagated to perform their full life cycle in cell-line culture but cell-line systems where the first generation schizogony of *E. tenella* takes place have been described (Patton, 1965; Crane *et al*., 1984; Heriveau *et al*., 2000; Tierney and Mulcahy, 2003; Bussière *et al*., 2018). *Eimeria tenella* is one of the most pathogenic *Eimeria* species that infects chickens and it replicates exclusively in the chicken caecal tissues (Chapman and Shirley, 2003). Several cell types, mammalian and avian, can sustain *E. tenella* replication *in vitro* to a degree, but with varying success with respect to the production of free first-generation merozoites. Madin-Darby bovine kidney (MDBK) cells are often referred to as a ‘gold standard’ (Patton, 1965; Crane *et al*., 1984; Heriveau *et al*., 2000; Tierney and Mulcahy, 2003; Bussière *et al*., 2018). Of the immortal chicken cell lines available to us we found that the retrovirus transformed chicken macrophage cell-line HD11 (Beug *et al*., 1979) sustained *E. tenella* replication to the same degree or better than MDBK cells (unpublished data). In this system, we observed first-generation schizonts and some free merozoites by light microscopy at 48–50 h post-infection (hpi), while the major number of free merozoite clusters appeared at 60–72 hpi. This agrees with how this *E. tenella* strain (Houghton) behaves *in vivo* where first-generation schizonts start to appear 48 hpi and are present at maximum numbers at 60 hpi (Chapman and Shirley, 2003).

Thus, to gain more insight into the *Eimeria–*chicken interaction during the first phase of parasite infection we used the *in vitro E. tenella* infection model in HD11 for dual RNA-Seq analysis. The study aimed to monitor the kinetics of the early transcriptional events of the parasites and the chicken host cells with special focus on potential mechanisms of host recognition of parasite infection.

## Materials and methods

### Maintenance of the *E. tenella* isolate and generation of sporulated oocysts

The authors assert that all procedures contributing to this work comply with the ethical standards of the relevant national and institutional guides on the care and use of laboratory animals. A pure *E. tenella* Houghton strain isolate (Chapman and Shirley, 2003) was maintained by twice-yearly passage in chickens, which was approved by the Uppsala Regional Ethical Committee for Animal Experiments, permit no. C44/16, and sporulated oocysts were prepared from feces as previously described (Wattrang *et al*., 2016).

### Isolation and purification of *E. tenella* sporozoites

Sporozoites were purified from sporulated *E. tenella* oocysts stored for a maximum of 1-month at 4°C using a protocol described by Schmatz *et al*. (1984). In brief, sporulated oocysts were surface sterilized by NaClO solution, washed, mechanically disrupted with glass beads after which sporocysts were opened using taurocholic acid and trypsin. Sporozoites were purified using DE-52 anion exchange chromatography matrix (Whatman^®^, Sigma–Aldrich Merck; this is a discontinued product) and counted in 0.4% trypan blue solution and suspended in fetal calf serum (FCS; Gibco^®^ #10082147, ThermoFisher Scientific) with 10% dimethyl sulfoxide and cryopreserved in liquid nitrogen until used for infections in cell culture.

### Infection of HD11 cells with *E. tenella* sporozoites

The immortalized chicken macrophage cell-line HD11 (Beug *et al*., 1979) was maintained in the growth medium, i.e. RPMI 1640 (National Veterinary Institute) supplemented with 200 IU penicillin mL^−1^, 100 *μ*g streptomycin  mL^−1^, 2 mm L-glutamine, and 5% FCS. Before infection HD11 cells were trypsinised and live cells were counted by trypan blue exclusion. Cells were seeded at 5.6 × 10^5^ cells per well in flat-bottomed 6-well tissue culture plates (Nunc^™^, ThermoFisher Scientific) in 2 mL of growth medium and at 0.35 × 10^5^ cells per well in flat-bottomed 96-well tissue culture plates (Nunc^™^, ThermoFisher Scientific) in 100 *μ*L of growth medium. Plates were incubated at 40°C, 5.2% CO_2_ in air at a humid atmosphere for 24 h after which the HD11 cells were approximately 50–70% confluent in the wells. Cryopreserved *E. tenella* sporozoites were thawed into RPMI 1640 medium with 15% FCS, centrifuged down at 910 × ***g*** for 7 min, resuspended in growth medium and viable sporozoites were counted by trypan blue exclusion. At infection, 4.5 × 10^6^ sporozoites per well in 6-well plates and 0.28 × 10^6^ sporozoites per well in 96-well plates were added to the cultures aiming at a ratio of 4 sporozoites per HD11 cell. The same volume of growth medium without parasites was added to uninfected control cultures. Plates were then cultured until RNA harvest at 2, 4, 12, 24, 48 and 72 hpi. For plates cultured longer than 24 h, growth medium was removed at 24 h, cultures washed with phosphate-buffered saline (PBS; without Ca^2+^ and Mg^2+^ at pH 7) to remove loose sporozoites and fresh growth medium was added to the wells before culture was continued. At RNA harvest in 6-well cultures, the growth medium was removed, and cultures were washed gently with PBS, where after 1 mL TRIzol^®^ Reagent (ThermoFisher Scientific) was added to the well. The cells were detached and dissolved by pipetting up and down and the suspension was subsequently frozen at −70°C and stored until RNA isolation. For each time point, both infected and uninfected cultures were harvested in parallel. Pure sporozoites were used as a control for parasites. All controls and samples, except for the pure sporozoite sample, were harvested in triplicates for biological replicates. All sporozoites used in the present study were isolated at one occasion from the same batch of oocysts. For each thawed aliquot of sporozoites 96-well cultures of infected HD11 cells were set up in parallel to the 6-well cultures for RNA harvest and these were monitored by light microscopy for 72 h to observe schizont development and appearance of clusters of live merozoites to ensure that the first schizogony was completed in the cultures.

### RNA isolation

For RNA isolation 1 mL of HD11 cell lysate in TRIzol was used and total RNA was extracted according to the TRIzol manufacturer's protocol. The isolated RNA was subsequently treated with DNase (TURBO^™^ DNase, 2 U *μ*L^−1^, ThermoFisher Scientific) according to the manufacturers' protocol and further purified using reagents and the ‘RNA clean-up’ protocol of the RNeasy Mini kit (Qiagen). RNA concentration and quality were then assessed using the Agilent RNA 6000 Nano kit on a 2100 Bioanalyzer Instrument (Agilent) and the RNA stored at −70°C until further analysis.

### Sequencing

The dataset consisted of samples taken from infected and uninfected chicken cell cultures at 2, 4, 12, 24, 48 and 72 hpi, each in triplicate cultures. The sequencing libraries were prepared from 120 ng and 500 ng total RNA using the TruSeq stranded mRNA library preparation kit (Illumina) including poly-A selection. The sequencing was done with a HiSeq 2500 machine (Illumina) with 125 bp reads using v4 sequencing chemistry. A pilot sequencing of one pair of samples from 2 hpi and two pairs from 4 and 24 hpi were prepared from 500 ng RNA and the rest from 120 ng. The resulting data were deposited in the Gene Expression Omnibus under accession number GSE154393 and the Sequence Read Archive under accession number SRP271757.

### Read counting

The data were quality checked using FastQC v 0.11.8 (Andrews, 2010) with default settings. MultiQC v 1.8 (Ewels *et al*., 2016) was used to collate reports. The raw read data were trimmed using Trimmomatic v 0.36 (Bolger *et al*., 2014), with a sliding window of length four and an average quality threshold of 20, removing Illumina adapter sequences and removing any reads shorter than 50 bp after trimming. The read mapping was done using the STAR mapper v 2.7.2b (Dobin *et al*., 2013) using default settings. The reads were mapped to the concatenated reference genomes for *Gallus gallus* (GCF_000002315.6_GRCg6a) and *Eimeria tenella* (GCF_499545.2_ETH001). The reads mapping to features were counted using HTSeq v 0.9.1 (Anders *et al*., 2015), with strandedness set to reverse and otherwise default settings. The computations were performed on resources provided by SNIC through Uppsala Multidisciplinary Centre for Advanced Computational Science (UPPMAX) under Project SNIC 2020/15–16.

### Differential expression analysis

Differential expression (DE) analysis was run in edgeR v 3.28.1 (Robinson *et al*., 2010) using the Quasi-likelihood F-test (glmQLFTest). The thresholds used for DE was a |log2 fold change| >1 and an FDR, i.e. *P* value adjusted for multiple hypothesis testing using the Benjamini-Hochberg method, of <0.05. The comparisons made were infected *vs* uninfected at each sampling time for chicken data and parasites at the infection timepoints *vs* a pure sporozoite sample for *E. tenella* data. Gene Ontology (GO) and Kyoto Encyclopaedia of Genes and Genomes (KEGG) enrichment analysis of the chicken data was accomplished using the R packages GO.db (Carlson, 2019*a*), org.Gg.eg.db (Carlson, 2019*b*), and the KEGGrest API (Tenenbaum, 2020), along with edgeR functions. Due to a lack of available annotation packages for *E. tenella*, the GO and KEGG annotations were taken from ToxoDB (Gajria *et al*., 2008) and generated through KEGG's BlastKOALA tool, respectively. The enrichment analysis was done using *ad hoc* scripts, available from the authors on request. Visualization of the results was done using the following R packages: EnhancedVolcano (Blighe *et al*., 2020), ggbiplot (Vu, 2011), ggplot2 (Wickham, 2016), ClassDiscovery (Coombes, 2019), RColorBrewer (Neuwirth, 2014) and functions that are part of edgeR. The data used as input were CPM (Counts Per Million) normalized count data from both organisms that had been filtered to exclude genes with low expression across samples.

## Results

### Sequencing and read counting

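Poly-A RNA of HD11 cells, a chicken macrophage cell line, was sequenced in 18 libraries from cells infected with E. tenella and in 20 from uninfected cells, with 1 further library from sporozoites alone. Infected and uninfected cells had 3 libraries each at 2, 4, 12, 24, 48 and 72 hpi, and uninfected cells had 2 more at 0 h. The authors mapped the trimmed reads to both genomes at once and counted them per gene by strand, and the deposited counts, 24291 chicken and 8655 E. tenella genes per library, are not normalized. By their sample names, 10 of the libraries (1 infected and uninfected pair at 2 hpi and 2 pairs each at 4 and 24 hpi) form the pilot series that the methods describe, and the other 29 the main series. Genes with low counts were left out by edgeR's filterByExpr on the conditions, which kept 13128 chicken and 5890 E. tenella genes, the same genes as in the authors' deposited normalized tables. Counts were then scaled by edgeR's TMM factors within each organism.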

Sequencing was performed on 39 RNA samples from *E. tenella* infected and uninfected chicken HD11 macrophage cells at 2, 4, 12, 24, 48 and 72 hpi and a pure sample of *E. tenella* sporozoites, all in triplicates except the sporozoite sample. A minimum of 10 million reads was generated from each sample. 

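Total counts on genes of both organisms ranged from 10706902 to 36231430 with a median of 16747573.5 in the 18 infected libraries, and from 8539471 to 26927865 with a median of 15396102 in the 20 uninfected libraries. The sporozoite library had 12414014. Median total counts per library of infected cells were 11748225 at 2 hpi, 17222627 at 4 hpi, 27268222 at 12 hpi, 16525312 at 24 hpi, 22729988 at 48 hpi and 12769951 at 72 hpi. In uninfected cells they were 17424299 at 2 hpi, 15502990 at 4 hpi, 12634620 at 12 hpi, 17747102 at 24 hpi, 10206149 at 48 hpi and 14195956 at 72 hpi. The 10 pilot libraries had a median of 18147642 and the 28 HD11 libraries of the main series one of 13815183.5. These totals equalled the mapped reads of Supplementary Table S1 in 39 of 39 libraries. Divided by the percentage of reads on features in that table, they correspond to 10424159 to 44141606 reads per library.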

Read counting was subsequently performed, the reads were mapped to both the chicken and *E. tenella* genomes simultaneously and the number of reads mapping to genes counted. Supplementary Table S1 shows the information on the samples and the fraction of reads mapping to features, i.e. any expressed parts of the genome. The mapping rate to features was generally high for HD11 samples, ~80–85%, but much lower for the pure *E. tenella* sample, ~65%.

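The paper's reported percentage of reads on features ranged from 80.5% to 87.8% in the 38 HD11 libraries, with a median of 82.9%, and was 65.3% in the sporozoite library. Of the counts on genes in the sporozoite library, 99.954% fell on E. tenella genes (95% Wilson interval 99.953% to 99.955%, counting error only) and 5708 on chicken genes.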

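The share of E. tenella was computed as the percentage of all counts on genes of both organisms in each infected library. It was 0.517% ± 0.0616 at 2 hpi, 1.21% ± 0.586 at 4 hpi and 1.75% ± 0.542 at 24 hpi (mean ± SD, n = 3 libraries each). Over the 18 infected libraries the lowest share was 0.466%, at 2 hpi, and the highest 5.936%, at 48 hpi. The 20 uninfected libraries held at most 0.00336%, and the lowest infected share was 139 times that.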

The fraction of reads mapping to the *E. tenella* genome varied considerably (min of 0.466% at 2 hpi and max of 5.936% at 48 hpi) over time (Fig. 1). There was also a considerable variance between samples at certain time points. 

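The SD between the 3 libraries was 0.586 percentage points at 4 hpi and 0.0195 at 12 hpi. At 4 hpi the 2 pilot libraries had a mean of 1.47% and the main library 0.696%, and at 24 hpi 1.95% and 1.33%. With 1 main library at each of these time points, the library series and the replicates cannot be told apart there. At 2 hpi the 1 pilot library had 0.585% and the 2 main libraries a mean of 0.483%.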

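At 12 hpi the share was 0.586% ± 0.0195 and at 48 hpi 5.39% ± 0.665 (mean ± SD, n = 3 libraries each, all of the main series). Every library at 48 hpi lay above every library at 12 hpi (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The same held between 24 and 48 hpi, and 2 of the 3 libraries at 24 hpi were pilot libraries. With each library left out in turn, the mean at 48 hpi lay between 5.12% and 5.76%.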

The average fraction of *E. tenella* reads was only ~0.5% at 12 hpi but reached an average of 5.4% at 48 hpi. It then decreased to approximately 3% at 72 hpi. 

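At 72 hpi the share was 2.81% ± 0.336 (mean ± SD, n = 3 libraries), and each of these libraries lay below each library at 48 hpi (exact two-sided permutation test, p = 0.1). All 6 comparisons of time points that were tested gave this p, and a Benjamini-Hochberg adjusted p of 0.1, so this test cannot reach a p under 0.05 with 3 libraries per time point. From the low share at 12 hpi, the rise by 48 hpi and the fall at 72 hpi, the paper proposes that the parasite was not yet dividing at first, had replicated by 48 hpi and had left many cells by 72 hpi.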

A potential explanation for this pattern is that at 12 hpi, the parasite is in the early stages of the trophozoite form, where it is not yet dividing. At 48 hpi, the parasite has likely finished several rounds of asexual replication within the first merogony, resulting in a large number of merozoites. At 72 hpi, the first merogony is most likely finished in a large proportion of the infected cells resulting in the release of merozoites, some of which were probably washed away and lost when the RNA was harvested.

**Fig. 1.**
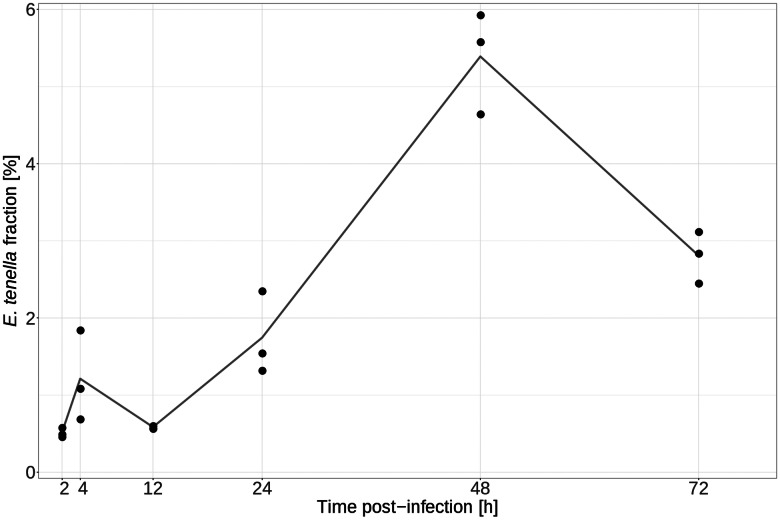
The proportion of *E. tenella* read counts in mRNA samples from chicken HD11 cells infected *in vitro* with purified *E. tenella* sporozoites at 0 h. Black dots represent individual sample values and the line represents mean values at the indicated time points post-infection.

### Multidimensional scaling and DE analysis

A multidimensional scaling (MDS) analysis was performed on the count data (Fig. 2), revealing a more scattered distribution for the chicken data compared to the *E. tenella* data. 

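The distances were computed with edgeR as leading log2 fold changes over the 500 genes that differed most between each pair of libraries. In the chicken data, 38 libraries, replicates of a group lay 1.67 apart on average and libraries of different groups 2.41, a ratio of 1.44. In the E. tenella data of the 18 infected libraries the averages were 1.92 and 4.46, a ratio of 2.32.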

For the chicken gene expression, infected and uninfected samples were not clearly separated but had a trend of separation along the axis of leading log fold change 1. 

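On dimension 1, which held 29.3% of the variance, the mean of the infected libraries minus that of the uninfected ones was -0.37 (permutation test within time points, 100000 draws, two-sided, p = 0.0011), and infected libraries had the lower mean at 6 of 6 time points. On dimension 2, with 16% of the variance, the difference was 0.95 (same permutation test, p = 1e-05, the smallest p these draws can give), and infected libraries had the higher mean at 6 of 6 time points. The infected and uninfected libraries of a time point did not overlap at 3 of 6 time points on dimension 1 and at 4 of 6 on dimension 2, where chance gives 10% per time point for 3 libraries against 3. At 2, 48 and 72 hpi, where replicate numbers were taken as pairs, the infected library of the same number was lower on dimension 1 and higher on dimension 2 in 9 of 9 pairs. With all genes in place of the top 500, the difference on dimension 1 was -0.093 (permutation p = 0.095, against 0.001 to 0.012 with the other gene selections).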

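The mean of the libraries at 48 and 72 hpi minus that of the libraries at 2 and 4 hpi was 1.89 on dimension 1 of the chicken data (permutation test within infected and within uninfected cells, 100000 draws, two-sided, p = 1e-05, the smallest p these draws can give). On dimension 2 it was 0.30 (permutation p = 0.092), and with 1 common selection of genes for all pairs 0.36 (permutation p = 0.013). It changed sign to -0.038 with the top 2000 genes (permutation p = 0.79) and to -0.15 with all genes (permutation p = 0.045). Most pilot libraries are at 4 and 24 hpi, and the main libraries alone were not ordinated.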

A weak trend of separation of early and late time points was evident along the axis of leading log fold change 2. This contrasted dramatically with the *E. tenella* data where the MDS plot showed samples from close time points clustering, with three main clusters forming for 2/4, 12/24 and 48/72 hpi samples. This clustering indicates that *E. tenella* has three distinct stages during the experiment: sporozoite-like at 0–4 hpi, trophozoite-like at 12–24 hpi and merozoite-like at 48–72 hpi.

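In the plane of the first 2 dimensions, E. tenella replicates lay 0.23 apart on average. The libraries at 12 and 24 hpi lay 0.42 apart and those at 48 and 72 hpi 0.54, while those at 2 and 4 hpi lay 1.90 apart. Between the clusters, the libraries at 4 and 12 hpi lay 3.10 apart and those at 24 and 48 hpi 3.47. The largest distance inside a cluster, 2.39 at 2 and 4 hpi, was smaller than the smallest between 2 clusters, 2.66. Over all dimensions this order was reversed, since the largest distance inside a cluster was 4.24, also at 2 and 4 hpi, and the smallest between clusters 3.54. In the plane it was also reversed with the top 2000 genes, 2.03 against 1.88, and with all genes, 1.27 against 1.15. With 1 common selection of genes for all pairs the clusters were apart both in the plane, 1.66 inside against 2.50 between, and over all dimensions, 2.15 against 2.70.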

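Between consecutive time points, edgeR's quasi-likelihood test called 1735 E. tenella genes higher and 993 lower at 12 than at 4 hpi, and 997 higher and 854 lower at 48 than at 24 hpi (adjusted p under 0.05 and log2 fold change beyond 1, 5890 genes). Within the clusters, 756 genes were higher and 10 lower at 4 than at 2 hpi, 329 and 177 at 24 than at 12 hpi, and 666 and 796 at 72 than at 48 hpi. From 2 to 4 hpi, 279 genes were higher and 66 lower with RLE factors, and 314 and 38 without the low-count filter. The higher genes fell to 435, 199 and 496 without replicates 1, 2 and 3 of both time points, and the lower ones to 2 without replicate 2. Without replicate 1, 624 genes were lower at 12 than at 4 hpi. At 24 against 12 hpi, 176 were higher and 87 lower without replicate 1, 178 and 88 without replicate 2, and 291 were lower without replicate 3. With the library series as a covariate, chosen after seeing the data, 132 genes were higher and 56 lower at 24 than at 12 hpi. The sporozoite library lay 0.64 from the libraries at 2 hpi in the plane, 4.28 from those at 12 hpi and 5.56 from those at 48 hpi. Over all dimensions it lay 4.11 from those at 2 hpi, 3.76 from those at 4 hpi and 5.35 from those at 12 hpi, and with the common selection of genes 1.87, 2.05 and 3.92. The paper reads 3 stages of E. tenella from this clustering, sporozoite-like, trophozoite-like and merozoite-like.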

**Fig. 2.**
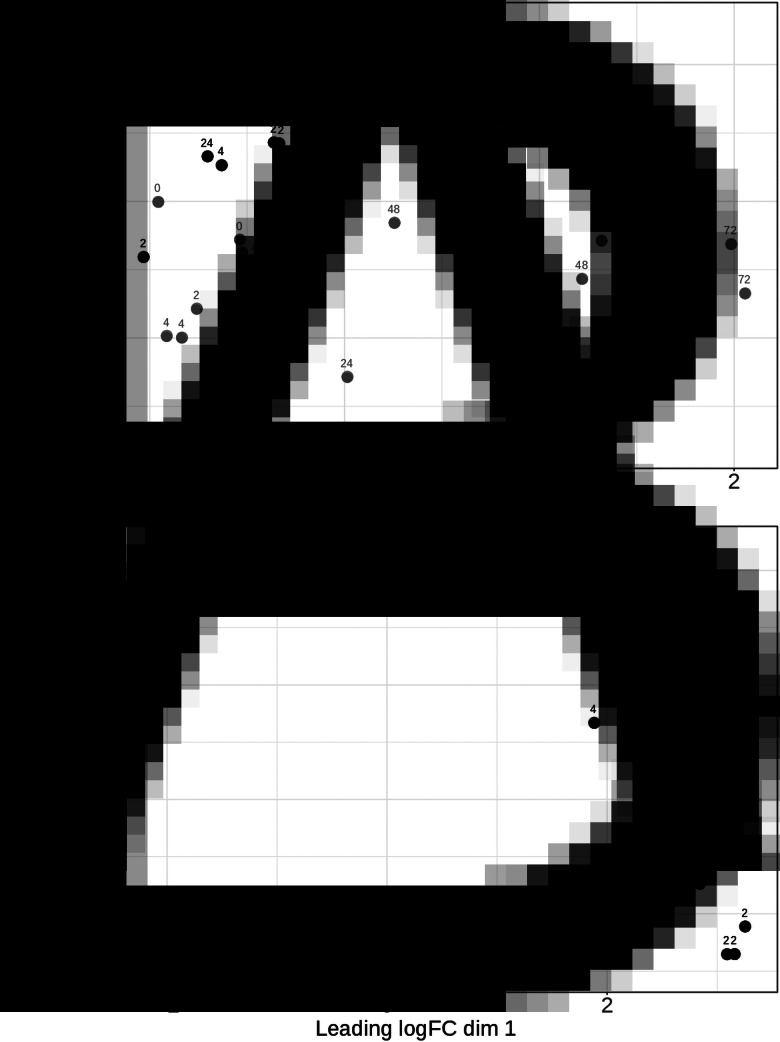
Multidimensional scaling plots for the normalized count data in mRNA samples collected at the indicated time points from uninfected chicken HD11 cells or HD11 cells infected *in vitro* with purified *E. tenella* sporozoites at 0 h. Panel A shows individual sample values for chicken data with infected samples in black and uninfected in grey. Panel B shows individual sample values for *E. tenella* data.

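The chicken comparison used edgeR's quasi-likelihood F-test on 38 libraries together, so that all conditions shared 1 estimate of the spread, with Benjamini-Hochberg adjustment over 13128 genes at each time point. Genes were called at an adjusted p under 0.05 and a log2 fold change above 1 or below -1, the thresholds that the methods give. A standard error given with a log2 fold change is its absolute value divided by the square root of the F statistic. It is a rough guide only, and least reliable at few counts. A change of the infection effect between time points was tested as its own contrast in the same fit. Gene lists were tested with a one-sided Fisher's exact test of the genes called in 1 direction against all tested genes, adjusted over 10 lists, 6 time points and both directions.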

DE analysis was conducted for chicken gene expression at each time point, comparing samples from infected cells to samples from uninfected ones collected at the same time point. For *E. tenella*, gene expression from each time point was instead compared to that in the pure sporozoite sample. 

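The E. tenella fit held the 18 infected libraries and the sporozoite library. With a single sporozoite library the difference has no replicate check on that side, and its spread was assumed to be that of the infected groups. The E. tenella counts of the infected libraries ranged from 49899 to 1308162, against 12414014 total counts in the sporozoite library. The TMM factor of the sporozoite library was 0.2.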

The volcano plots (Figs 3 and 4) show the changing expression profile of each organism as the infection progressed. 

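Chicken genes called higher in infected than in uninfected cells numbered 21 at 2 hpi, 98 at 4 hpi, 156 at 12 hpi, 336 at 24 hpi, 376 at 48 hpi and 250 at 72 hpi. Fitting only the 6 libraries of a time point gave 12 at 2 hpi, 19 at 4 hpi, 282 at 12 hpi, 19 at 24 hpi, 64 at 48 hpi and 184 at 72 hpi. Without the pilot libraries the count at 24 hpi was 17. At 2 hpi, where replicate numbers were taken as pairs, 38 genes were called with the replicate number as a block. Without uninfected replicate 3 the count at 24 hpi was 603 and without uninfected replicate 1 213, and at 48 hpi it was 201 without infected replicate 3. The count at 72 hpi was 114 without uninfected replicate 1 and 145 without infected replicate 3. At 4 hpi it was 49 without uninfected replicate 1, 52 without uninfected replicate 2 and 55 without infected replicate 2. At 12 hpi it was 98 without infected replicate 1 and 85, 82 and 86 without uninfected replicates 1, 2 and 3. Of the called genes whose 3 infected libraries all lay above the 3 uninfected ones, LOC107049603 had the smallest adjusted p at 2, 4 and 12 hpi, with log2 fold changes of 3.31, 4.19 and 3.17 (edgeR adjusted p = 5.4e-08, 1.14e-09 and 2.7e-07). LOC100857932 had it at 24 hpi, with 2.62 (standard error 0.25, edgeR adjusted p = 1.64e-07), and NPTX2 at 48 and 72 hpi, with 3.78 (standard error 0.41, edgeR adjusted p = 3.83e-06) and 3.38 (standard error 0.41, edgeR adjusted p = 3.55e-05).

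**Figure D1:**
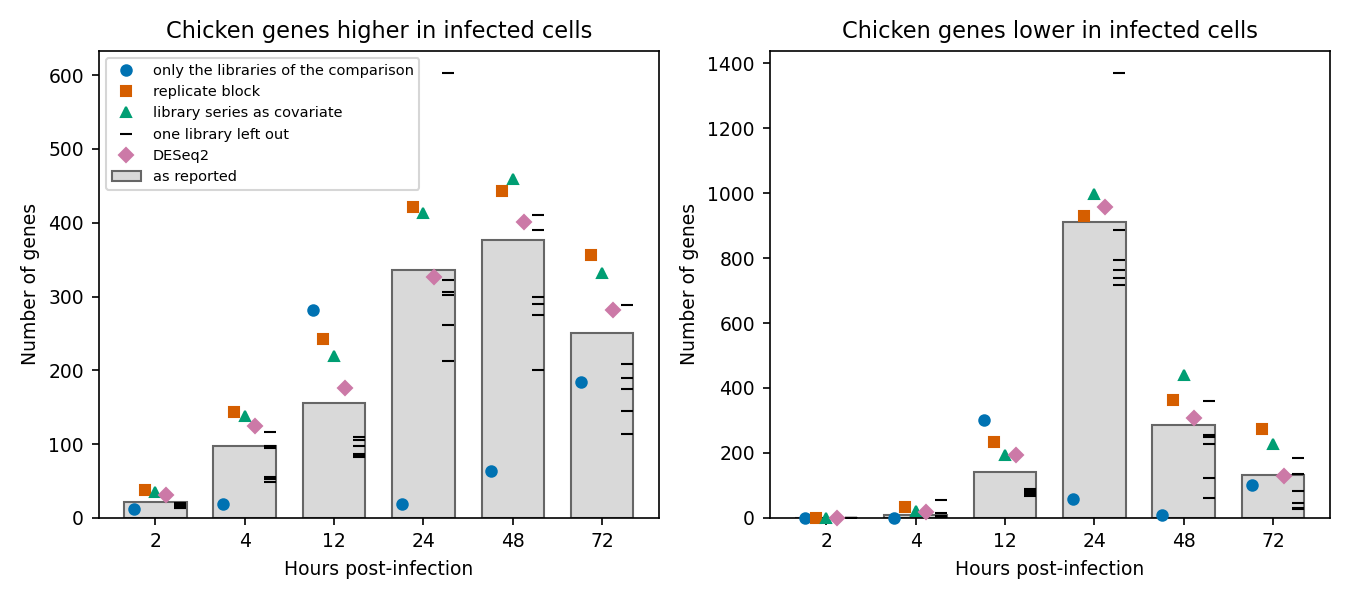
Number of chicken genes called higher (left) or lower (right) in infected than in uninfected cells against hours post-infection. Bars are the counts as reported, markers the counts under 4 other fits and dashes those with a single library left out. The bars reach 376 genes at 48 hpi on the left and 910 at 24 hpi on the right, and the fit of each time point alone calls 58 lower at 24 hpi.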

For the chicken (Fig. 3), the number of upregulated genes increased up to 24 hpi, where it peaked and then decreased slightly at 48 and 72 hpi. 

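Genes called lower numbered 9 at 4 hpi, 141 at 12 hpi and 910 at 24 hpi. At 2 hpi edgeR called 0 lower, DESeq2 called 1, and 380 genes had an unadjusted p under 0.05 in either direction. Between 12 and 24 hpi the test of the change itself called 43 genes whose infection effect fell and 7 whose effect rose. Of the libraries at 24 hpi, it called 0 and 0 without infected replicate 1, 24 and 3 without infected replicate 2, 5 and 0 without uninfected replicate 1, and 169 and 68 without uninfected replicate 3. Without any 1 of the 6 libraries at 12 hpi it called 6 to 11 that fell and 0 to 2 that rose. The number called lower at 24 hpi was 1370 without uninfected replicate 3 and 75 in the main series alone, which leaves 1 library of each group at 24 hpi. At 12 hpi it was between 68 and 89 with any 1 of the 6 libraries left out. At 4 hpi it was 2 and 54 without infected replicates 2 and 3, and 3, 4 and 15 without uninfected replicates 1, 2 and 3. The lowest adjusted p was that of TLR7 at 4 hpi, -1.47 (standard error 0.27, edgeR adjusted p = 0.00153), TMEM140 at 12 hpi, -2.05 (standard error 0.27, edgeR adjusted p = 2.26e-05), and P2RY13 at 24 hpi, -2.65 (standard error 0.25, edgeR adjusted p = 1.64e-07), among genes whose 3 infected libraries all lay below the 3 uninfected ones. The main series alone, with 1 library per group at 4 hpi, did not call TLR7 there (edgeR adjusted p = 0.396, 1.11e-05 to 0.396 over its alternatives).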

The number of downregulated genes increased in a slower fashion and peaked at 24 hpi. A far smaller number of genes were significantly downregulated in the last two time points. 

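At 48 hpi 286 genes and at 72 hpi 131 genes were called lower. The test of the change from 24 to 48 hpi called 7 genes whose infection effect rose and 2 whose effect fell. Without uninfected replicate 1, 2 or 3 at 24 hpi it called 0, 37 and 91 genes that rose and 1, 9 and 23 that fell, and without infected replicate 1, 2 or 3 there 0, 18 and 2 that rose. Of the libraries at 48 hpi, 3, 13 and 1 rose without infected replicate 1, 2 or 3, and 2 and 2 without uninfected replicate 1 or 2. For the change from 48 to 72 hpi edgeR called 0 genes, and 642 had an unadjusted p under 0.05, while with the replicate number as a block 1 gene rose and 1 fell. The number called lower at 48 hpi was 60 without infected replicate 3 and 123 without infected replicate 1. At 72 hpi, where the replicate numbers pair the libraries, 274 genes were lower with the replicate number as a block. It was 28 without infected replicate 3, 31 without infected replicate 2, 47 without uninfected replicate 1 and 83 without uninfected replicate 3. VIM had the smallest adjusted p at 48 hpi, -1.44 (standard error 0.17, edgeR adjusted p = 1.01e-05), and MFSD2A at 72 hpi, -1.25 (standard error 0.16, edgeR adjusted p = 3.55e-05). The fit of the 6 libraries at 48 hpi alone did not call VIM (edgeR adjusted p = 0.0644, 1.12e-13 to 0.0644 over its alternatives).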

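Against the sporozoite library, 1134 E. tenella genes at 4 hpi, 2277 at 12 hpi, 2457 at 24 hpi, 2749 at 48 hpi and 2585 at 72 hpi were called higher, and 2136 at 4 hpi, 2152 at 12 hpi, 2098 at 24 hpi, 2138 at 48 hpi and 2074 at 72 hpi lower. Scaled by library size alone, the genes called lower numbered 155 at 4 hpi, 576 at 12 hpi, 560 at 24 hpi, 867 at 48 hpi and 636 at 72 hpi, and those called higher 3163 at 4 hpi, 3784 at 12 hpi, 4019 at 24 hpi, 3929 at 48 hpi and 3989 at 72 hpi. Without replicate 3 at 4 hpi, 1416 were lower there. All comparisons share the same sporozoite library, so likeness between time points includes its chance values. At 48 hpi, among genes whose 3 infected libraries all lay on the same side of the sporozoite library, ETH_00011145 had the smallest adjusted p of the higher genes (5.93e-29, edgeR) with 8002 counts in infected cells and 1 in the sporozoite library, a ratio of 6210 after scaling (95% interval 1110 to 245000, counting error only). Scaled by library size alone the ratio was 30600 (95% interval 5480 to 1210000). ETH_00008610 had that of the lower genes (edgeR adjusted p = 4.5e-40), with 2 counts in infected cells and 9573 in the sporozoite library, 6170 times fewer after scaling (95% interval 1710 to 51000), and by library size alone 1250 (95% interval 347 to 10400). The deposited files do not pair these IDs with gene names.

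**Figure D2:**
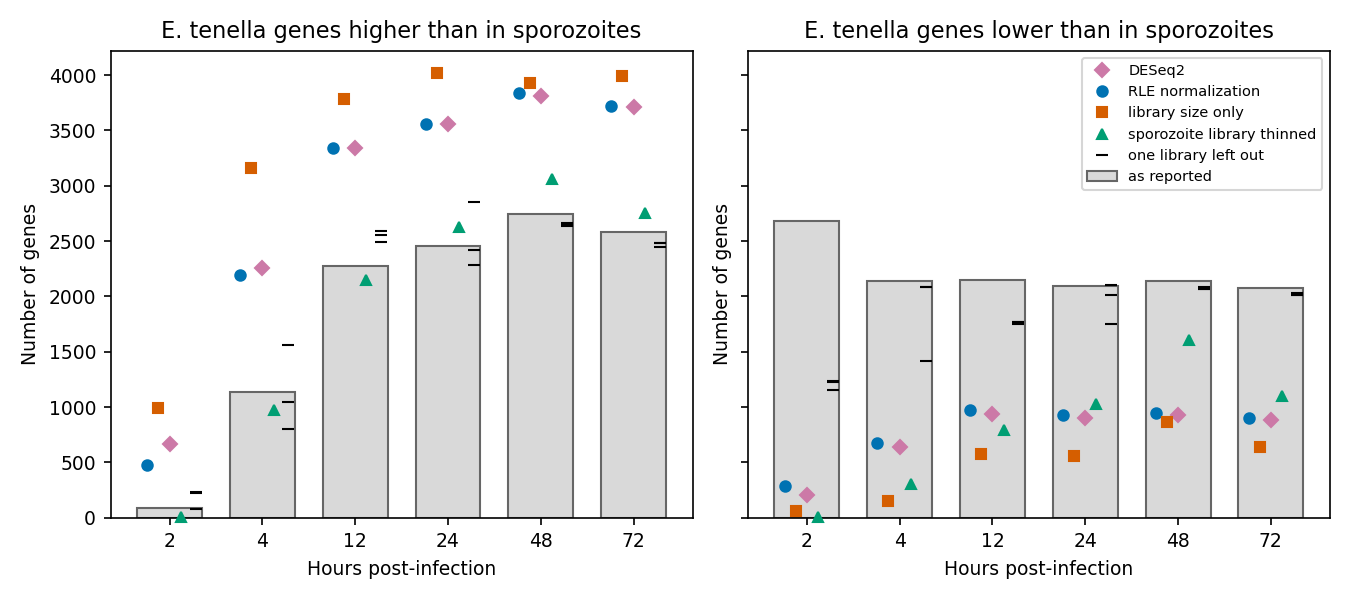
Number of E. tenella genes called higher (left) or lower (right) than in the sporozoite library against hours post-infection. Bars are the counts as reported, markers the counts under 4 other scalings or tests and dashes those with a single infected library left out. At 2 hpi the lower genes range from 4 with a thinned sporozoite library to 2682 as reported.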

For *E. tenella* (Fig. 4), a large number of genes were either up- or downregulated across the different time points, with both categories quickly increasing from 2 hpi and showing similarities between 12 and 24 hpi and 48 and 72 hpi, respectively. 

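At 2 hpi edgeR's quasi-likelihood test called 88 E. tenella genes higher and 2682 lower than in the sporozoite library. Scaled by library size alone, 992 were higher and 58 lower, with RLE factors 478 and 287, and with DESeq2 666 and 203. With the sporozoite library thinned to the E. tenella depth at 2 hpi, 7 were higher and 4 lower. Which direction prevails at 2 hpi rests on the scaling. With any 1 of the 3 infected libraries left out, between 1155 and 1238 genes were lower, and 223 and 235 were higher without replicates 2 and 3. Among genes whose 3 infected libraries all lay on 1 side of the sporozoite library, ETH_00013178 had the smallest adjusted p of the lower genes, -6.14 (standard error 0.39, edgeR adjusted p = 4.68e-23). ETH_00028310 had that of the higher genes (edgeR adjusted p = 3.58e-13), with 29 counts in infected cells against 2 in the sporozoite library, a ratio of 136 after scaling (95% interval 34.3 to 1170, counting error only). The uninfected libraries at 2 hpi also held 39 counts of ETH_00028310, which corresponds to 34.3 in the infected ones. By library size alone the ratio was 753 (95% interval 191 to 6510). Its call was lost with the thinned sporozoite library.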

A relatively small number of genes were differentially expressed at 2 hpi, showing that expression remained fairly similar to the sporozoites.

**Fig. 3.**
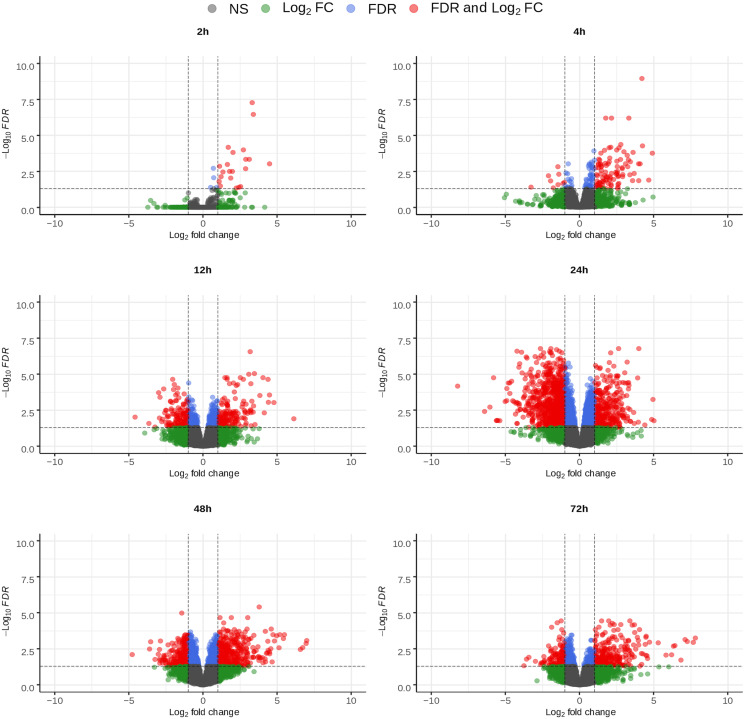
Volcano plots of the differential expression, mRNA from *E. tenella* infected *vs* uninfected cells, of all chicken genes at the indicated time points in mRNA samples from chicken HD11 cells infected *in vitro* with purified *E. tenella* sporozoites at 0 h. The significance thresholds were set at log_2_ fold change of ±1 and a false discovery rate of 0.05. NS stands for non-significant.

**Fig. 4.**
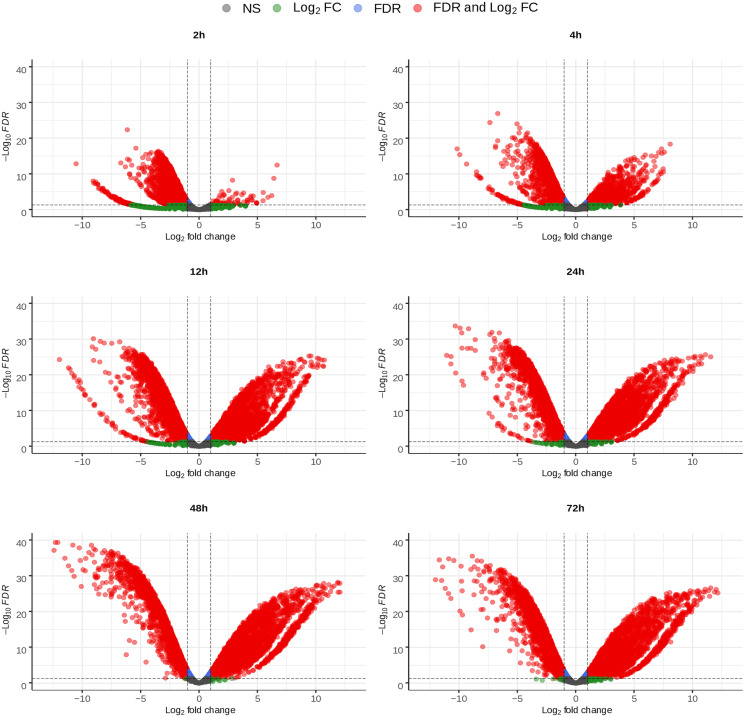
Volcano plots of the differential expression, *E. tenella* mRNA from infected HD11 cells *vs E. tenella* mRNA from sporozoites, of all *E. tenella* genes at the indicated time points in mRNA samples from chicken HD11 cells infected *in vitro* with purified *E. tenella* sporozoites at 0 h. The significance thresholds were set at log_2_ fold change of ±1 and a false discovery rate of 0.05. NS stands for non-significant.

### GO and KEGG analysis

In order to elucidate the broad function of the differentially expressed genes in each organism, both GO category and KEGG pathway enrichment analyses were run on both datasets. The top 10 most significantly enriched categories at each time point can be found in Supplementary Tables S2–S5 with the main results presented here.

At the earliest two time points, the top GO categories for the chicken indicated a response to environmental stimuli, an upregulation of transcription and a general upregulation of metabolism. This includes categories such as ‘Response to chemical’ (GO: 0042221) and ‘Positive regulation of transcription by RNA polymerase II’ (GO: 0045944). At 12 hpi, the top categories had shifted towards signalling, such as ‘Cell communication’ (GO: 0007154), and developmental processes. For the earlier time points, the categories were generally upregulated but at 12 hpi there was a mix of up- and downregulated genes within each category. At 24 hpi, the largest number of significantly differentially expressed genes were observed, both up- and downregulated, the majority of which were involved in developmental processes. 

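The total number of chicken genes called was 1246 at 24 hpi, 2.56% of the tested genes higher and 6.93% lower, against 297 at 12 hpi and 662 at 48 hpi. The 2 pilot pairs at 24 hpi alone gave 457 genes higher and 1132 lower, and 852 of those lower were also called with all libraries. In the single main pair at 24 hpi their median log2 difference was -0.81. Gene categories were not analysed here.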

At 48 and 72 hpi, the top categories shifted back to cellular response, signalling and sensing but with more of a mix of up- and downregulation than in the early time points.

In the KEGG pathway enrichment for the chicken, a clearer pattern emerged. 

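The gene lists for these pathways were written from general knowledge before the data were examined, since the pathway annotation was not used here. At 4 hpi, 8 of 72 tested Toll-like receptor signalling genes were called higher and 1 lower (Fisher's exact test for higher genes, adjusted p = 8.75e-07). Of 61 NOD-like receptor signalling genes, 4 were higher and 0 lower (same test, adjusted p = 0.00508). With adjustment over the list alone, 9 and 5 genes were higher. For the Toll-like list the median log2 fold change was -0.025 and that of the NOD-like list 0.073, so the calls come from a few members. Camera and fry, which test all members together, gave adjusted p values of 0.401 and 0.513 for the Toll-like list and 0.0272 and 0.0381 for the NOD-like list. Fisher's adjusted p of the NOD-like list was 0.081 without uninfected replicate 1 and 0.0978 without uninfected replicate 2.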

At 4 hpi, there was a general upregulation of a variety of signalling pathways, such as ‘NOD-like receptor signalling pathway’ (KO: 04621) and ‘Toll-like receptor signalling pathway’ (KO: 04620), likely to be partly due to shared genes across these pathways but also indicating a response to infection. 

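At 12 hpi, 9 of the Toll-like receptor signalling genes were called higher and 5 lower (Fisher's exact test for higher genes, adjusted p = 1.84e-06, and for lower genes 0.00502, or 0.193 without uninfected replicate 2). In the NOD-like receptor list 5 were higher and 0 lower (test for higher genes, adjusted p = 0.00404). Camera gave adjusted p values of 0.89 and 0.162 for these lists, and fry 0.709 and 0.0553.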

The upregulation of signalling pathways continued at 12 hpi, although there were several downregulated genes within most pathways. A significant downregulation of the ‘Metabolic pathways’ (KO: 01100) also indicated that the metabolism of the cells was being affected. 

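Of 78 tested genes in the lysosome list, 29 were called lower at 24 hpi, 13 at 48 hpi and 9 at 72 hpi, and 0 higher at any of these (Fisher's exact test for lower genes, adjusted p = 7.47e-13, 2.02e-07 and 1.01e-06). Of 94 genes in the phagosome list, 19, 10 and 2 were lower and 3, 1 and 2 higher (same test for lower genes, adjusted p = 1.47e-04, 2.62e-04 and 0.536). At 72 hpi camera and fry gave adjusted p values of 0.00676 and 0.00462 for a lower phagosome list, and Fisher's test with the replicate number as a block 0.0123. At 48 hpi Fisher's adjusted p of the phagosome list was 0.75 without infected replicate 3 and 0.132 without uninfected replicate 2. With adjustment over the list alone, 30 lysosome and 19 phagosome genes were lower at 24 hpi.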

For the remaining time points, the ‘Lysosome’ (KO: 04142) and ‘Phagosome’ (KO: 04145) pathways were the two with most significantly altered expression. 

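The median log2 fold change of the lysosome list was -0.82 at 24 hpi, -0.56 at 48 hpi and -0.63 at 72 hpi. That of the phagosome list was -0.35, -0.35 and -0.18, so the phagosome medians at 24 and 48 hpi were alike. Of the lysosome genes, 74 of 78 were below 0 at 24 hpi. LIPA had the lowest adjusted p of the lysosome list there, with 305 ± 29.5 CPM in infected and 1206 ± 252 in uninfected cells (mean ± SD, n = 3 each) and a log2 fold change of -1.98 (standard error 0.21, edgeR adjusted p = 3.24e-07). CYBB had that of the phagosome list and of the NOD-like receptor signalling list, with -1.56 (standard error 0.16, edgeR adjusted p = 1.95e-07), and IRF5 that of the Toll-like list, with -1.72 (standard error 0.21, edgeR adjusted p = 1.67e-06). The infection effect on CYBB fell by 1.02 on the log2 scale from 12 to 24 hpi (edgeR adjusted p = 0.0263 for the change). Over all genes this test called 43 that fell. It called 0 without infected replicate 1 at 24 hpi, 169 without uninfected replicate 3 there, and 6 to 11 without any 1 library at 12 hpi.

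**Figure D3:**
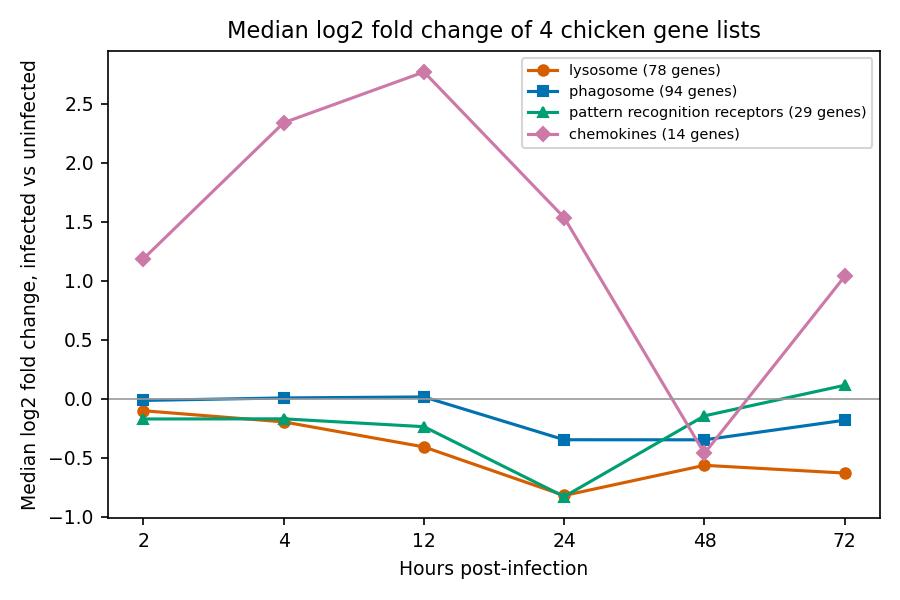
Median log2 fold change of infected against uninfected cells over the tested members of 4 chicken gene lists at each time point (time points evenly spaced). The lysosome median is lowest at 24 hpi (-0.82) and the chemokine median highest at 12 hpi (2.77).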

Within both pathways, genes were significantly downregulated, with the strongest downregulation at 24 hpi. The ‘Metabolic pathways’ remained significantly downregulated as a whole, but also several upregulated genes, indicating that the general metabolism was strongly affected by the infection. 

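In the Toll-like receptor signalling list, 1 gene was called higher and 1 lower at 48 hpi, and 3 higher and 0 lower at 72 hpi. In the NOD-like receptor signalling list the numbers were 0 and 3 at 48 hpi, and 2 and 1 at 72 hpi. Fisher's exact test for lower genes gave adjusted p values of 1 and 0.361 for the 2 lists at 48 hpi. At 48 hpi fry called the Toll-like list lower (adjusted p = 0.0433, against 0.157 with camera), with a median log2 fold change of -0.15 where the median over all tested genes was -0.065.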

At 48 hpi and continuing at 72 hpi, signalling pathways returned to the top 10 most significant categories but the pathways that were upregulated during early time points were downregulated here.

For the *E. tenella* GO analysis, two categories were consistently affected across all time points: ‘Dephosphorylation’ (GO: 0016311) and ‘mRNA splicing *via* spliceosome’ (GO: 0000398), both significantly downregulated. Another category, ‘Translation’ (GO: 0006412), was significantly upregulated from 12 hpi onwards. More generally, a variety of RNA and DNA processing and regulation of processing categories were among the top significant categories, generally downregulated. At 12 hpi, ‘Glycolytic process’ (GO: 0006096) also became significantly upregulated and remained among the top categories from there onwards, likely due to the growth and replication occurring at the later time points.

For the KEGG pathways, the ‘Spliceosome’ (KO: 03040) pathway was the most significantly enriched at all time points, always downregulated. The ‘Ribosome’ (KO: 03010) and ‘Proteasome’ (KO: 03050) also appear at all but the first time point, always upregulated. Otherwise, there was a clearer signal from expression in metabolic gene categories at 12 hpi onwards, with both ‘Glycolysis / Gluconeogenesis’ (KO: 00010) and ‘Citrate cycle (TCA cycle)’ (KO: 00020) pathways being significantly upregulated, among others.

### Expression of chicken immune genes and *E. tenella* invasion/infection genes

Separate analyses of genes putatively involved in host immune responses and parasite invasion/infection processes were also undertaken. In order to examine the immune response in the chicken cells, all genes that were associated with GO:0002376, ‘Immune systems process’ including all subcategories, as well as immune system-related KEGG pathways were identified. Of these genes, those that showed significant DE in at least one-time point were then plotted in a heatmap (Fig. 5) together with a hierarchical clustering dendrogram, showing which genes had similar expression patterns. This analysis showed a few dominant patterns of expression. 

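A list of immune-related symbols from general knowledge was used in place of the annotation categories. Of 373 of these symbols in the count table, 281 were tested and 105 were called at 1 or more time points. They were called higher 3 times at 2 hpi, 19 at 4 hpi, 21 at 12 hpi, 12 at 24 hpi, 13 at 48 hpi and 21 at 72 hpi. They were called lower 3, 14, 56, 17 and 3 times from 4 to 72 hpi.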

A majority of genes were heavily downregulated at 24 hpi, especially those that were upregulated at 2 and 72 hpi. 

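Of the 105 called immune genes, 59 had their lowest log2 fold change at 24 hpi, and the median of the 105 there was -1.11. The 105 include the 56 called lower at 24 hpi in the same data, so their selection favours that time point. Among all 281 tested immune genes, those called lower at 24 hpi numbered 56, or 57 with adjustment over the list alone (Fisher's exact test, adjusted p = 1.17e-11), and the median was -0.18. The highest log2 fold change fell at 2 hpi for 24 of the called genes, at 4 hpi for 26 and at 72 hpi for 33.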

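At 24 hpi, 12 of the 105 called immune genes were called higher, and for 4 of these 12 the highest log2 fold change fell at that time point.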

A smaller number of genes depicted at the top of Fig. 5 showed the opposite pattern.

**Fig. 5.**
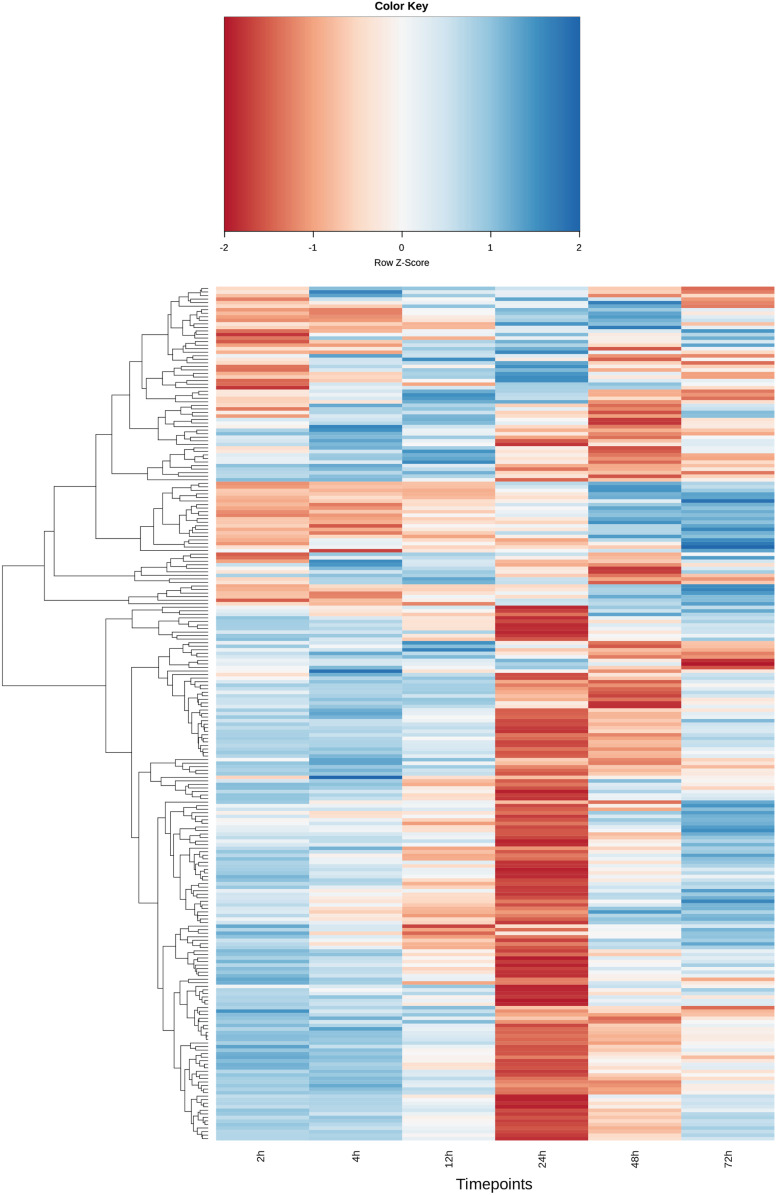
The heatmap depicts the expression profile of 241 immune-related chicken genes in mRNA samples from chicken HD11 cells infected *in vitro* with purified *E. tenella* sporozoites at 0 h. Blue represents upregulation and red downregulation. Expression is normalized within each row. For details on the selection of immune-related genes see Materials and Methods.

In order to further elucidate the expressional patterns of specific host immune genes over the course of the infection, the profiles of some immune gene groups were manually curated and studied separately. Only genes that had an FDR <0.05 and a log_2_ fold change of at one or more in at least one time point were included in this analysis. Among these genes the mannose receptors (Fig. 6A) show a relatively clear pattern with all mannose receptors except for *MRC2* downregulated across all time points, most significantly at 24 hpi. 

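The count table lists MRC1, MRC2 and the symbols MMR1L1 to MMR1L4, and the latter were added after the symbols of the table were seen. At 24 hpi the log2 fold change was -2.89 (standard error 0.63, edgeR adjusted p = 0.00151) for MRC1, -4.10 (standard error 0.53, edgeR adjusted p = 3.26e-06) for MMR1L1, -3.15 (standard error 0.49, edgeR adjusted p = 3.55e-05) for MMR1L2, -3.92 (standard error 0.41, edgeR adjusted p = 2.94e-07) for MMR1L3 and -3.14 (standard error 0.50, edgeR adjusted p = 5.53e-05) for MMR1L4. All 3 infected libraries lay below all 3 uninfected ones for these 5 genes. The MMR1L genes are members of a gene family, and how the counting treated reads that fit more than 1 of them was not checked. MRC1 had at most 6 counts in an infected and 23 in an uninfected library at 24 hpi. In the main series alone MRC1, MMR1L2 and MMR1L4 were not called at 24 hpi, with log2 fold changes of -1.12, -1.95 and -2.49 from 1 library per group. At 72 hpi MMR1L1 and MMR1L2 had log2 fold changes of 0.14 and 0.60 (edgeR adjusted p = 0.937 and 0.557), and MRC1, MMR1L3 and MMR1L4 had -0.20, -1.39 and -0.97 (edgeR adjusted p = 0.919, 0.0241 and 0.239). For the mannose receptor list without the MMR1L symbols, MRC1 and MRC2 only, the Fisher's exact test for lower genes at 24 hpi gave an adjusted p of 0.342, and fry 0.0056.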

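MRC2 had 0 counts over the 3 infected libraries at 2 hpi and 1 over the uninfected ones, so no difference was detectable at this depth. At 24 hpi it had 3 and 0 counts (edgeR adjusted p = 0.155). At 48 hpi it had 75 counts in infected and 3 in uninfected cells, a ratio of 14.1 after scaling (95% interval 4.66 to 70.1, counting error only, edgeR adjusted p = 0.00221). At 72 hpi the counts were 47 and 2, a ratio of 24.3 (95% interval 6.36 to 206, edgeR adjusted p = 0.00152). All 3 infected libraries lay above all 3 uninfected ones at both time points. The fit of the 6 libraries at 48 hpi alone gave an adjusted p of 0.0518, and its alternatives gave 3.28e-04 to 0.0518.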

On the contrary, *MRC2* was downregulated at 2 hpi but was subsequently increasingly upregulated with time, though not significantly so until at 48 and 72 hpi.

**Fig. 6.**
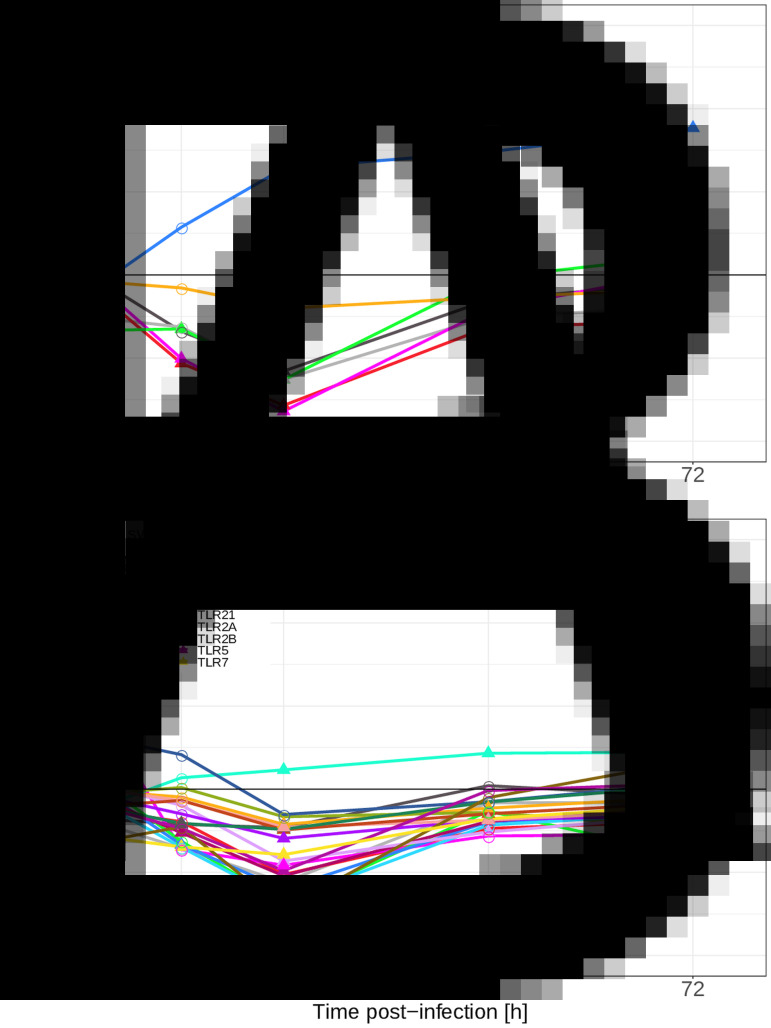
Differential expression, mRNA from *E. tenella* infected *vs* uninfected cells, of chicken (A) mannose receptors and (B) pattern recognition receptors in mRNA samples from chicken HD11 cells infected *in vitro* with purified *E. tenella* sporozoites at 0 h. Point shapes indicate significance, filled triangles for FDR < 0.05 and circles for FDR > 0.05, at the indicated time point.

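Of 29 tested pattern recognition receptors, 11 were called lower and 0 higher at 24 hpi, with adjustment over all genes or over the list alone (Fisher's exact test for lower genes, adjusted p = 1.67e-05). The median log2 fold change of the list was -0.83. Of the 14 called at 1 or more time points, 12 were lowest at 24 hpi. These 14 include the 11 called lower at 24 hpi, so their selection favours that time point. MARCO had the smallest adjusted p there, with 39.4 ± 7.84 CPM in infected and 240 ± 102 in uninfected cells (mean ± SD, n = 3 each) and a log2 fold change of -2.61 (standard error 0.29, edgeR adjusted p = 5.03e-07).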

For the other PRR genes identified in this analysis (Fig. 6B) the majority were also downregulated with highest significance at 24 hpi. Two genes were significantly upregulated, *TLR15* at 4 hpi and *NLRC5* from 24 hpi onwards. 

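At 4 hpi TLR15 had 64.9 ± 20 CPM in infected and 23.7 ± 13.6 in uninfected cells (mean ± SD, n = 3 each), a log2 fold change of 1.46 (standard error 0.37, edgeR adjusted p = 0.0392). Leaving out infected replicate 2 or 3, or uninfected replicate 1 or 2, took its adjusted p above 0.05, to 0.0733, 0.116, 0.28 and 0.224 (edgeR, 7.49e-05 to 0.75 over all its alternatives). NLRC5 had a log2 fold change of 0.58 (standard error 0.21, edgeR adjusted p = 0.0444) at 24 hpi, 1.08 (standard error 0.21, edgeR adjusted p = 0.00128) at 48 hpi and 1.11 (standard error 0.21, edgeR adjusted p = 0.00166) at 72 hpi. At 24 hpi it passed the adjusted p but not the log2 fold change of 1, and without infected replicates 2 and 3 or uninfected replicates 2 and 3 its edgeR adjusted p there was 0.161, 0.0544, 0.183 and 0.0781 (0.00838 to 0.44 over its alternatives). Without uninfected replicate 3 its log2 fold change at 48 hpi was 0.90.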

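TLR15 had a log2 fold change of 1.15 (standard error 0.37, edgeR adjusted p = 0.553) at 2 hpi and of 1.04 (standard error 0.36, edgeR adjusted p = 0.1) at 12 hpi, and all 3 infected libraries lay above all 3 uninfected ones at both. At 2 hpi, where the replicate numbers were taken as pairs, the fit with the replicate number as a block called it (log2 fold change 1.18, edgeR adjusted p = 0.00652, 0.00241 to 1 over its alternatives). Replicate 1 at 2 hpi is the pilot library of both groups, so this block also takes up the library series. At 12 hpi 5 alternatives called TLR15, among them the fit of that time point alone (edgeR adjusted p = 5.06e-11, 5.06e-11 to 0.251 over its alternatives). CLEC17A had 1 to 6 counts per infected and 1 to 2 per uninfected library at 4 hpi, a log2 fold change of 1.62 (standard error 0.93, edgeR adjusted p = 0.605).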

*TLR15* was also upregulated, though non-significantly at 2 and 12 hpi and the same applied to *CLEC17A* at 4 hpi.

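Of 14 tested chemokines, 7 were called higher at 4 hpi and 9 at 12 hpi, and 0 lower at either (Fisher's exact test for higher genes, adjusted p = 8.2e-11 and 7.47e-13). With adjustment over the list alone, 9 and 10 were higher. The median log2 fold change of the list was 1.19 at 2 hpi, 2.34 at 4 hpi and 2.77 at 12 hpi. Among them IL8L1 had a log2 fold change of 3.67 (standard error 0.73, edgeR adjusted p = 0.00452) at 4 hpi and of 3.22 (standard error 0.67, edgeR adjusted p = 0.00469) at 12 hpi, and CCL4 2.58 (standard error 0.62, edgeR adjusted p = 0.0257) and 2.14 (standard error 0.60, edgeR adjusted p = 0.0367). The call of CCL4 at 12 hpi was lost with any 1 of the 6 libraries left out (edgeR adjusted p 0.0756 to 0.146), and that at 4 hpi without infected replicate 2 or 3 or uninfected replicate 1 or 2 (0.0205 to 0.205 with each replicate left out). Leaving out uninfected replicate 1 or 2 also took IL8L1 at 4 hpi above 0.05 (0.0678 and 0.0604, with 6.4e-06 to 0.0986 over its alternatives). Without infected replicate 1, IL8L2 was called at 4 hpi (log2 fold change 2.48). IL8L2, which together with IL8L1 stands for IL8 in the count table, had 2.10 (standard error 0.58, edgeR adjusted p = 0.0699) and 2.84 (standard error 0.58, edgeR adjusted p = 0.00396). How the counting treated reads that fit both genes was not checked.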

For chicken chemokines (Fig. 7A) a pattern of early upregulation, with most being significantly upregulated at 4 and 12 hpi was observed. Their expression then decreased and reached a minimum at 48 hpi and subsequently increased again at 72 hpi. 

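Over the 14 chemokines the median log2 fold change was 1.53 at 24 hpi, -0.46 at 48 hpi and 1.04 at 72 hpi. They were called higher in 6, 1 and 4 cases and lower in 2, 1 and 0. Of the 11 called at 1 or more time points, 5 were lowest at 48 hpi. Fisher's exact test for higher genes at 72 hpi gave an adjusted p of 7.37e-04, with fry 0.122, and between 0.00469 and 1 with each replicate left out. It was 0.411 without infected replicate 3, 1 without uninfected replicate 1 and 0.421 without uninfected replicate 2. At 24 hpi it gave 6.79e-06, and 0.081 without uninfected replicate 1. CCL5 had the smallest adjusted p of the list at 24 hpi, a log2 fold change of 2.48 (standard error 0.39, edgeR adjusted p = 4.41e-05), and its infection effect fell by 3.60 on the log2 scale from 24 to 48 hpi (edgeR adjusted p = 0.00349 for the change). The changes of the other chemokines named by the paper between these time points were not called.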

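CX3CL1 had a log2 fold change of 2.12 (standard error 0.74, edgeR adjusted p = 0.209) at 4 hpi, 2.27 (standard error 0.52, edgeR adjusted p = 0.00924) at 12 hpi, 2.59 (standard error 0.53, edgeR adjusted p = 7.75e-04) at 24 hpi, 2.58 (standard error 0.53, edgeR adjusted p = 0.00222) at 48 hpi and 1.57 (standard error 0.47, edgeR adjusted p = 0.0424) at 72 hpi. The fall from 48 to 72 hpi, -1.01 on the log2 scale, was not called (edgeR adjusted p = 0.927). At 72 hpi the call was lost with 5 of the 6 libraries left out in turn, all but infected replicate 3 (edgeR adjusted p 0.0274 to 0.184), and at 12 hpi without uninfected replicate 1 or 2 (0.0517 and 0.0589, with 2.57e-08 to 0.0589 over its alternatives). CCL1 had 4.07 (standard error 0.70, edgeR adjusted p = 9.61e-04) at 4 hpi, 3.20 (standard error 0.63, edgeR adjusted p = 0.00297) at 12 hpi, 2.28 (standard error 0.61, edgeR adjusted p = 0.00766) at 24 hpi and 2.41 (standard error 0.84, edgeR adjusted p = 0.059) at 48 hpi. At 48 hpi, where the replicate numbers pair the libraries, the block by replicate number gave 2.35 (edgeR adjusted p = 0.0282, 0.00908 to 0.298 over its alternatives). Its count at 48 hpi was 6 to 52 in infected and 0 to 6 in uninfected libraries, and it was called without infected replicate 2 (log2 fold change 2.72) and without uninfected replicate 3 (4.78). At 24 hpi its edgeR adjusted p was 0.0577 without uninfected replicate 1, with 8.17e-04 to 0.592 over its alternatives. At 72 hpi it had 21 and 2 counts, a ratio of 10.9 after scaling (95% interval 2.65 to 95.5, counting error only, edgeR adjusted p = 0.1).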

A few chemokine genes did not follow this pattern: *CX3CL1* remained significantly upregulated from 4 hpi onwards and its expression only decreased at 72 hpi and *CCL1* had a similar pattern. 

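ATRN had 196 ± 33 CPM in infected and 510 ± 136 in uninfected cells at 24 hpi (mean ± SD, n = 3 each), a log2 fold change of -1.38 (standard error 0.23, edgeR adjusted p = 7.56e-05). At the other 5 time points its log2 fold change lay between -0.56 and -0.085, with edgeR adjusted p from 0.114 to 1. CXCL12 had 2 counts over the infected and 42 over the uninfected libraries at 24 hpi, 22.6 times fewer after scaling (95% interval 5.87 to 192, counting error only, edgeR adjusted p = 8.96e-04). For both genes all 3 infected libraries lay below all 3 uninfected ones at 24 hpi, and neither was called in the main series alone, with 1 library per group.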

*ATRN* and *CXCL12* were both downregulated across the time points, most significantly at 24 hpi. 

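Of 23 tested genes of the cytokine list, which also took in the receptors IL4R, IL6R and IL21R, 3 were called higher and 1 lower at 4 hpi (Fisher's exact test for higher genes, adjusted p = 0.00366, and 0.267 without uninfected replicate 1), and 3 and 0 at 12 hpi (adjusted p = 0.0109). The median log2 fold change was 0.045 at 4 hpi and 0.61 at 12 hpi. Without the receptors, a choice made after seeing the data, 3 of 20 cytokines were higher and 1 lower at 4 hpi (adjusted p = 0.0024) and 3 and 0 at 12 hpi (adjusted p = 0.00719), with medians of 0.073 and 0.77. With adjustment over these 20 alone, 5 and 8 were higher. Of the 10 called at 1 or more time points, 3 were lowest at 4 hpi, 2 at 24 hpi and 4 at 48 hpi. TGFB3 had the smallest adjusted p of the list at 24 hpi, 0.79 (standard error 0.15, edgeR adjusted p = 2.61e-04), below the log2 fold change of 1 except without uninfected replicate 3 (1.03).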

For the more heterogeneous group of chicken cytokines (Fig. 7B) a general expression pattern was not clearly observed. However, an early rise in significant upregulation could be observed in several genes with a peak at 12 hpi rather than at 4 hpi, as observed for the chemokines. This applied to *CSF1*, *CSF3* and *IL1B*. In contrast to most other immune-related genes, *TGFA* showed a peak of upregulation at 24 hpi. 

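CSF1 had a log2 fold change of 1.30 (standard error 0.35, edgeR adjusted p = 0.0601) at 4 hpi and 1.59 (standard error 0.35, edgeR adjusted p = 0.00628) at 12 hpi. CSF3 had 3.41 (standard error 0.56, edgeR adjusted p = 6.91e-04) and 4.04 (standard error 0.51, edgeR adjusted p = 1.72e-05), and IL1B 2.29 (standard error 0.50, edgeR adjusted p = 0.0118) and 2.11 (standard error 0.50, edgeR adjusted p = 0.0107). In each case all 3 infected libraries lay above all 3 uninfected ones. The change of the infection effect from 4 to 12 hpi was not called for any gene (0 of 13128 with edgeR, 340 with an unadjusted p under 0.05). CSF1 at 4 hpi was called under 6 alternatives, among them DESeq2 (adjusted p = 0.0143, 1.33e-04 to 0.47 over its alternatives with edgeR or DESeq2) and the fits without infected replicate 1 (log2 fold change 1.51) or uninfected replicate 3 (1.69). IL1B at 12 hpi was not called without any 1 of the 3 uninfected replicates (0.0517, 0.0544 and 0.0636 with edgeR, 3.23e-13 to 0.0636 over its alternatives), and at 4 hpi it was not called without uninfected replicate 1 or 2 (0.115 and 0.0536, 9.59e-05 to 0.474 over its alternatives). At 72 hpi CSF3 and IL1B again had log2 fold changes of 3.97 (standard error 0.75, edgeR adjusted p = 0.00169) and 2.54 (standard error 0.57, edgeR adjusted p = 0.00693).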

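TGFA had a log2 fold change of 1.32 (standard error 0.43, edgeR adjusted p = 0.074) at 12 hpi, 2.16 (standard error 0.47, edgeR adjusted p = 0.00151) at 24 hpi and 0.91 (standard error 0.48, edgeR adjusted p = 0.214) at 48 hpi. All 3 infected libraries lay above all 3 uninfected ones at 12 and 24 hpi. The rise from 12 to 24 hpi and the fall from 24 to 48 hpi were not called (edgeR adjusted p = 0.799 and 0.657 for the changes). Without uninfected replicate 2 the gene was called at 48 hpi, with a log2 fold change of 1.85. It had 26 to 36 counts per infected and 2 to 10 per uninfected library at 24 hpi.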

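IFNW1 had 63 counts over the infected and 1 over the uninfected libraries at 48 hpi, a ratio of 35.7 after scaling (95% interval 6.17 to 1430, counting error only, edgeR adjusted p = 0.0251). At 72 hpi it had 34 and 0 counts, at least 11.7-fold higher against a floor of 3 counts over the uninfected libraries (edgeR adjusted p = 0.0189). Per infected library it had 2 to 49 counts at 48 hpi and 2 to 24 at 72 hpi, all above the uninfected libraries. Leaving out any 1 of the 3 uninfected libraries took the adjusted p above 0.05 at both time points (0.0716, 0.0646 and 0.0532 at 48 hpi with edgeR, where DESeq2 gave 0.0973 and all its alternatives 0.0116 to 0.0973, and 0.0659, 0.064 and 0.0549 at 72 hpi, with 0.0067 to 0.0659 over its alternatives). IL11 had 85 and 2 counts at 48 hpi, a ratio of 24.1 (95% interval 6.46 to 202, edgeR adjusted p = 9.26e-04), and a log2 fold change of 4.03 (standard error 0.59, edgeR adjusted p = 1.43e-04) at 72 hpi.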

Finally, *IFNW1*, i.e. the gene for interferon-*β* (*IFN-β*) and *IL11* showed high and significant upregulation at 48 and 72 hpi but no significant DE at earlier time points.

**Fig. 7.**
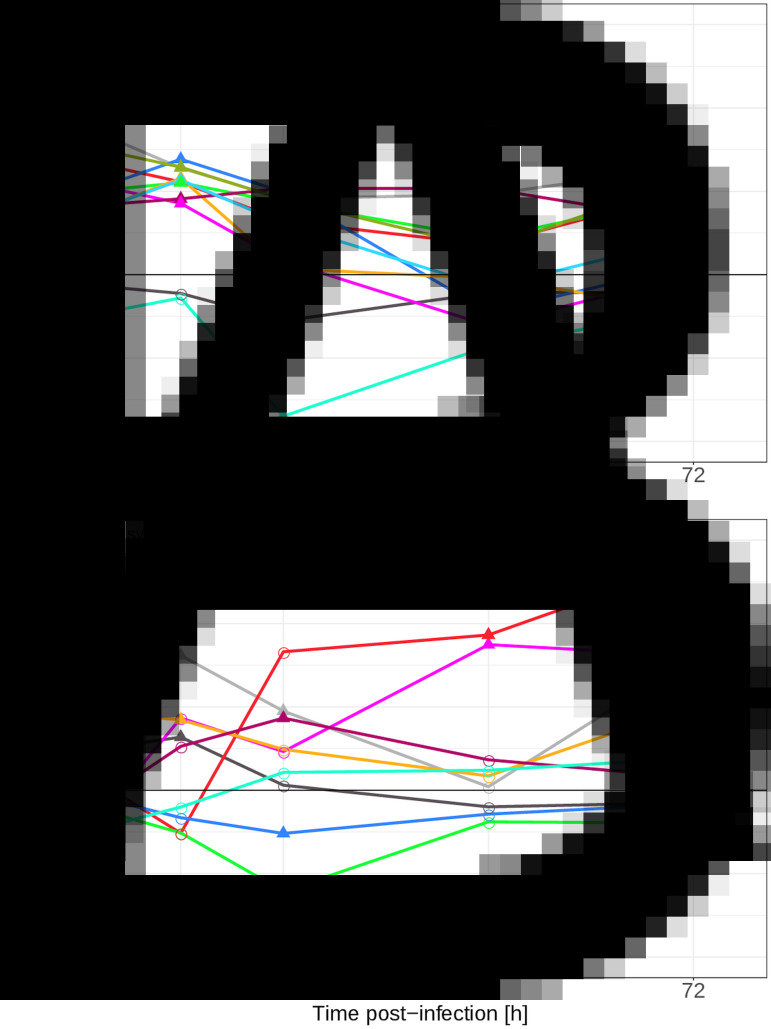
Differential expression, mRNA from *E. tenella* infected *vs* uninfected cells, of chicken (A) chemokines and (B) cytokines in mRNA samples from chicken HD11 cells infected *in vitro* with purified *E. tenella* sporozoites at 0 h. Point shapes indicate significance, filled triangles for FDR <0.05 and circles for FDR >0.05, at the indicated time point.

For *E. tenella* we specifically studied genes with putative involvement in host cell invasion and infection such as SAG genes, rhoptry kinase (ROPK) genes, rhoptry neck protein (RON) genes, dense granule (GRA) genes and microneme (MIC) genes. All annotated genes associated with each of these categories in the *E. tenella* genome that had an FDR <0.05 and a log_2_ fold change of at least one in at least a single time point were included in the analysis.

Most of the SAG genes (Fig. 8) showed a consistent pattern: non-significance until 48 hpi, at which point they were strongly and significantly upregulated, remaining at a similar level at 72 hpi. In contrast, *SAG13*, *SAG14* and *SAG4* were downregulated across all time points.

**Fig. 8.**
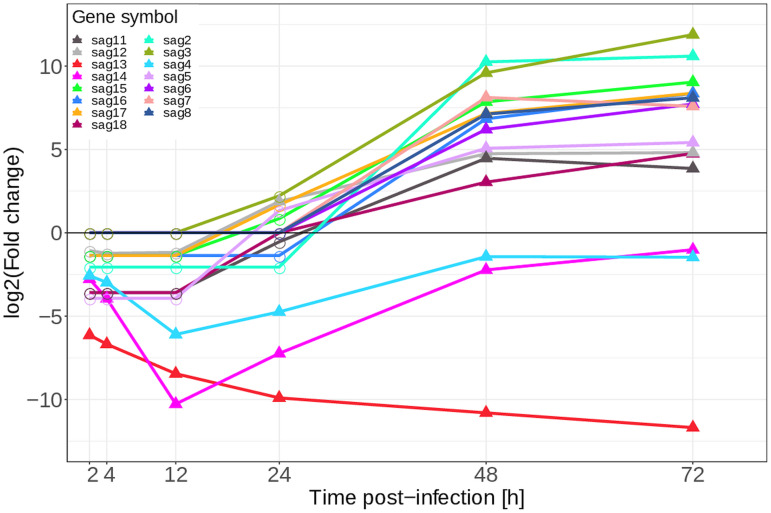
Differential expression, *E. tenella* glycosylphosphatidylinositol-anchored surface antigens mRNA from infected HD11 cells *vs E. tenella* mRNA from sporozoites, of *E. tenella* surface antigens in mRNA samples from chicken HD11 cells infected *in vitro* with purified *E. tenella* sporozoites at 0 h. Point shapes indicate significance, filled triangles for FDR <0.05 and circles for FDR >0.05, at the indicated time point.

The rhoptry kinases were annotated according to the results of Talevich and Kannan (2013), who examined and annotated ROPK genes in several important Apicomplexans. Multiple genes belong to some of the annotated subfamilies and these are specified with arbitrary numbering at the end of the name. The ROPK genes in *E. tenella* (Fig. 9A) clustered in two distinct expression profiles: general upregulation, especially from 24 hpi and onwards, and general downregulation.

**Fig. 9.**
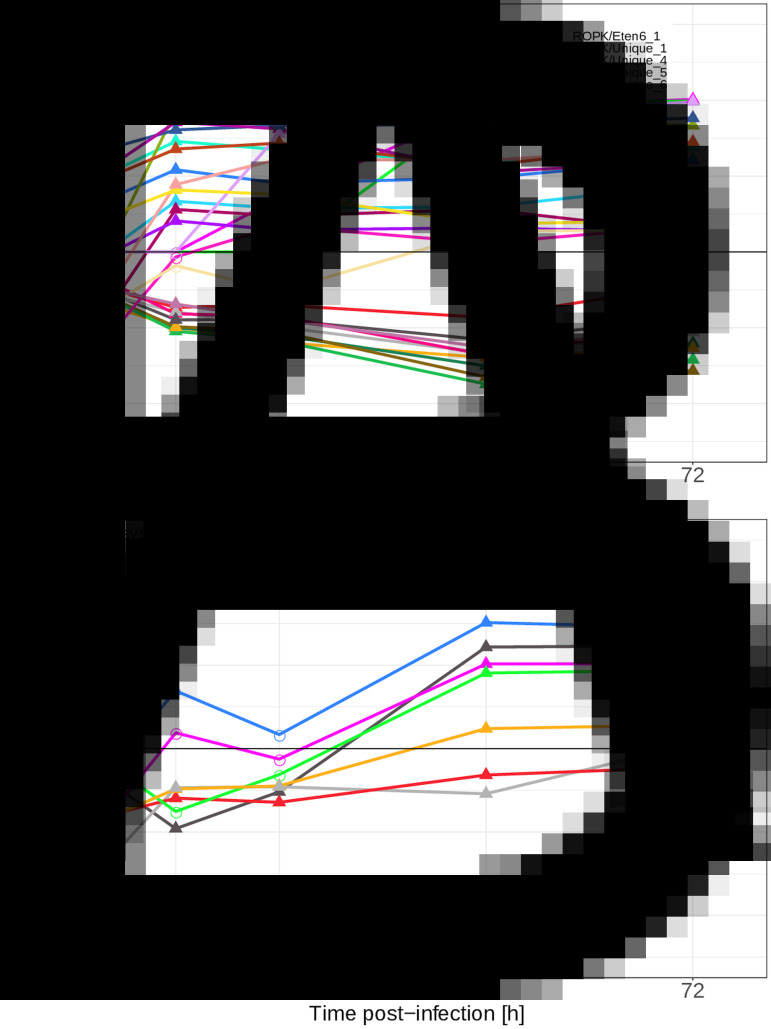
Differential expression, *E. tenella* mRNA from infected HD11 cells *vs E. tenella* mRNA from sporozoites, of *E. tenella* (A) rhoptry kinases and (B) rhoptry neck proteins in mRNA samples from chicken HD11 cells infected *in vitro* with purified *E. tenella* sporozoites at 0 h. Point shapes indicate significance, filled triangles for FDR <0.05 and circles for FDR >0.05, at the indicated time point.

The RONs are another set of rhoptry proteins present in Apicomplexans, including *E. tenella* (Oakes *et al*., 2013). They were identified by taking the best hits from Oakes *et al*. (2013) for each gene. In the present study, these genes were generally upregulated at 48 and 72 hpi, with only *RON3L1* being downregulated across all time points (Fig. 9B). *RON8* and *RON4L1* had a significant peak in upregulation at 12 hpi. The overall pattern resembled that of the SAGs and MICs.

Figure 10A and B show the expression patterns of *E. tenella* GRA genes and MIC genes, respectively. For *E. tenella* GRAs only three genes were identified here, only two GRAs were annotated in the *E. tenella* genome and only one significant homologue was found in the *T. gondii* genome. Our analysis showed that all GRAs were downregulated across time points (Fig. 10A). For MIC, several genes have been identified in *E. tenella*. Those with the Et prefix were annotated in the *E. tenella* genome but had no significant match in *T. gondii*, those with the Tg prefix were identified as homologues to *T.* gondii MIC genes but were not annotated as MIC genes in *E. tenella* and those without a prefix matched between the two organisms (Fig. 10B). Most of the MIC genes were downregulated across the time points. Four MIC genes were however significantly upregulated: *EtMIC3* and *TgMIC8/9* were both significantly upregulated at 48 and 72 hpi, *EtMIC13* was significantly upregulated from 24 hpi and onwards and *EtMIC 8* had a significant but low upregulation at 12, 48 and 72 hpi.

**Fig. 10.**
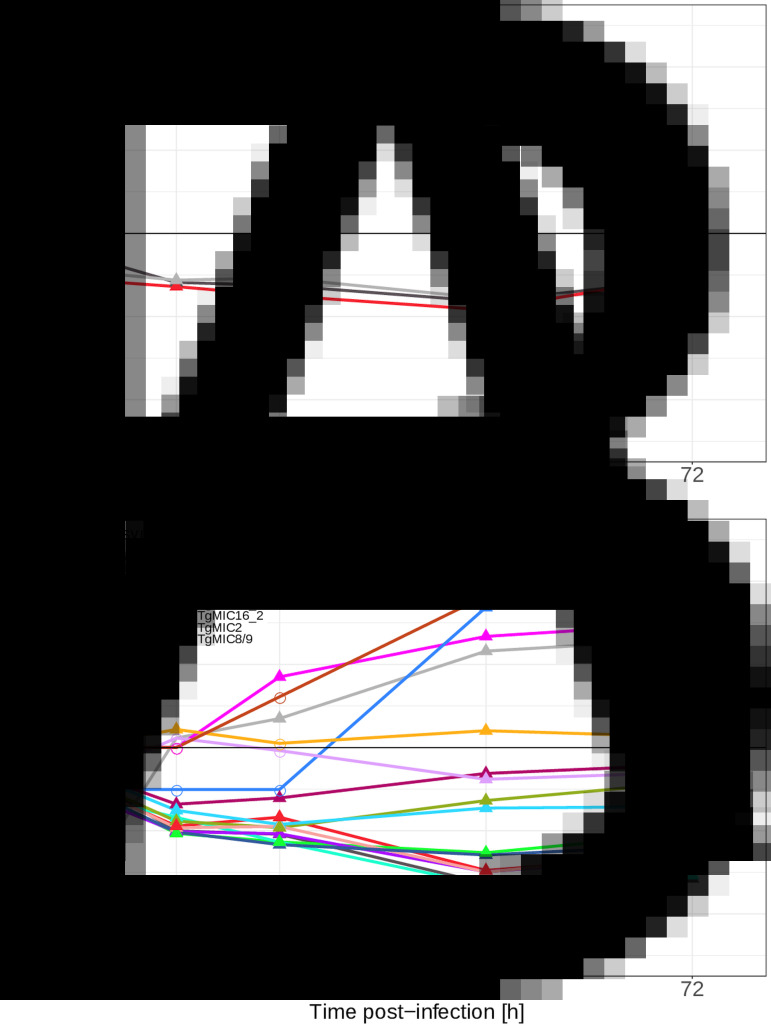
Differential expression, *E. tenella* mRNA from infected HD11 cells *vs E. tenella* mRNA from sporozoites, of *E. tenella* (A) dense granule genes and (B) micronemes in mRNA samples from chicken HD11 cells infected *in vitro* with purified *E. tenella* sporozoites at 0 h. Point shapes indicate significance, filled triangles for FDR <0.05 and circles for FDR >0.05, at the indicated time point.

## Discussion

In the present study, host and gene transcription during the first merogony of *E. tenella* infection of chicken macrophages was monitored using dual RNA-Seq analysis. The read mapping step of the analysis elucidated that the fraction of reads mapping to features in the pure *E. tenella* sample was only ~65% compared to ~85% for the macrophage samples, while ~90% of reads mapped to the reference genomes in both cases. This indicates high levels of transcriptional activity in regions outside of annotated features in the *E. tenella* genome. A possible explanation for this lies in the *E. tenella* reference genome (GCF_000499545.2), which is fragmented into over 4000 contigs. The structural annotation covers over 8600 genes, only a small fraction of which has annotated alternative splicing. Functionally, the annotation is also relatively poor, with a large fraction of genes being annotated with a generic function or as hypothetical. With such a relatively poor annotation, it remains possible that there are exons or entire genes missing. It is therefore imperative that the structural annotation of the *E. tenella* reference genome is improved in order to facilitate further research. The data from this study can be useful for such efforts, especially as it is collected across multiple stages of the infection process. The functional annotation also needs improvement in order to allow for a more accurate interpretation of results from transcriptional experiments. Studies such as the one by Talevich and Kannan (2013), where they improved the annotation of ROPK genes in the *E. tenella* genome by building a general HMM profile of ROPK genes in Apicomplexans and used it to identify novel ones in both *E. tenella* and other Apicomplexans, show that this is quite feasible. Long-read technology may aid in building a less fragmented reference genome, which would also aid in improving the reference genome.

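Relative to its mean, the spread of the E. tenella share between the 3 infected libraries of a time point (SD as a percentage of the mean) was 11.9% at 2 hpi, 48.3% at 4 hpi, 3.33% at 12 hpi, 31.1% at 24 hpi, 12.3% at 48 hpi and 12% at 72 hpi.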

For the *E. tenella* reads from the infected macrophage samples, the fraction of these reads varied greatly between samples, both in time and within each time point between the biological replicates. As expected, the early samples contained a relatively small fraction of *E. tenella* reads, which grew as the parasite began to replicate. The variance of the fraction of *E. tenella* reads in each time point also differed. It appears to be similar for the samples from 4, 24, 48 and 72 hpi whereas the ones from 2 and 12 hpi show barely any variance.

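The SD of the share was 0.0616 percentage points at 2 hpi, 0.542 at 24 hpi, 0.665 at 48 hpi and 0.336 at 72 hpi. Each SD rests on 3 libraries and no test of equal spread was run.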

Given that only a small fraction of each infected sample was made up of reads from the *E. tenella*, considerably deeper sequencing was needed compared to standard RNA-Seq in order to achieve a good representation of the parasite's gene expression. The produced depth ranged from 10 to 35 million reads, with most samples having a depth of 10–20 million reads. However, at some of the early time points, only >10^5^ reads were from *E. tenella* giving less data on the earliest behaviour of the parasite and potentially missing low-expressed genes. 

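Of the 18 infected libraries, 4 held fewer than 100000 counts on E. tenella genes. At 2 hpi the 3 libraries held 49899, 58662 and 130430, and 1506 of the 5890 tested E. tenella genes had 0 counts in these 3 libraries together. In simulated counts with the depths at 2 hpi, 78.5% of 200 genes changed by 2 on the log2 scale were recovered, against 100% at 48 hpi. The simulated means came from all infected libraries together, and the changed genes were not drawn from those of lowest mean. The 78.5% therefore does not cover genes with few or 0 counts at 2 hpi.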

A similar study carried out on the *T. gondii* infection of porcine kidney cells had about twice the read depth used here but also had a larger fraction of parasite reads, especially at later time points, giving more information on parasite expression (Zhou *et al*., 2016). This showcases the importance of pilot studies to gauge the required depth of sequencing at each time point while keeping costs down.

The GO category and KEGG pathway enrichment analysis indicated an overall upregulation of signalling pathways in the chicken macrophage cells at 2–4 hpi and downregulation at 48–72 hpi. A mix of up- and downregulation was observed for metabolic pathways at 12–72 hpi. Of particular note here are the ‘Lysosome’ and ‘Phagosome’ KEGG pathways, which were strongly downregulated from 12 hpi onwards. These pathways are important in autophagy, which has been shown to have a role in the immune response against other Apicomplexans, for example against *T. gondii* in humans (Krishnamurthy *et al*., 2017). Their downregulation here may indicate that they also have an important role in the immune reaction to *E. tenella* and that the parasite may be defending itself by causing a downregulation of these pathways.

In *E. tenella*, the downregulation of various DNA and RNA processing categories was prevalent across the different time points. Of particular note is the ‘Spliceosome’ KEGG pathway, highly downregulated across all time points, and the ‘Ribosome’ and ‘Proteasome’ pathways, highly upregulated across all but the first time point. These same pathways, except for ‘Proteasome’, are also among the most significantly enriched in a comparison of merozoites and sporulated oocysts in *E. maxima* (Hu *et al*., 2018), indicating that a lower level of splicing and increased protein expression may be a general feature of *Eimeria* merozoites compared to sporozoites. The GO categories tell much the same story, with the downregulation of ‘mRNA splicing, *via* spliceosome’ and upregulation of ‘translation’. The second pattern of interest is that from 12 hpi onwards, categories associated with energy metabolism are upregulated. This coincides with a growth in the fraction of parasite reads and therefore likely linked with trophozoite formation and growth and the asexual replication phase of the first merogony.

Recognition of infectious agents by PRR is an important step in the initiation of effective immune responses to infection. In the present study we found that the genes of several PRR were differentially expressed during the *E. tenella* infection and three PRR stand out in our analysis; *MRC2* (also known as *uPARAP/Endo180* or *CD280*), *TLR15* and *NLRC5*. Among the differentially expressed genes of the mannose receptor family, all except *MRC2* shared a common expression profile with significant downregulation at 24 hpi, while *MRC2* was progressively upregulated throughout the experiment. In mammals, it has been shown that the ligand for MRC2 is collagen and the receptor has a role in collagen turnover (Melander *et al*., 2015). Interestingly, *MRC2* gene expression has also been shown to increase in spleen cells of mice after infection with *Plasmodium* spp (Rosanas-Urgell *et al*., 2012). Thus, it is possible that MRC2 is involved in the response to Apicomplexan parasites in both birds and mammals.

Most other differentially expressed genes with PRR functions identified in the present study also showed a downregulated pattern with maximal downregulation at 24 hpi. However, *TLR15* was an exception to this and showed upregulation during the early infection, 2–12 hpi, with peak expression at 4 hpi. TLR15 is unique for the avian and reptile lineages and related to the mammalian TLR2 family but distinct from avian TLR2 (Boyd *et al*., 2012; Oven *et al*., 2013). Interestingly, in mammals, TLR2 is one of the TLRs involved in the recognition of protozoan parasites and GPI moieties of parasite SAGs have been identified as TLR2 ligands (Egan *et al*., 2009; Denkers, 2010; Ghosh and Stumhofer, 2013; Dos-Santos *et al*., 2016). Activation of *TLR15* expression has been shown upon stimulation with different organisms including *E. tenella* (Zhou *et al*., 2013) and some lipopeptide and yeast-derived agonists have been suggested (Boyd *et al*., 2012; Oven *et al*., 2013). Thus, it is possible that an *E. tenella* SAG will be identified as a TLR15 ligand in the future.

Moreover, expression of *NLRC5*, a member of the CARD domain-containing, nucleotide-binding oligomerisation-like receptor (NLR) family, progressively increased during the *E. tenella* infection with similar kinetics as *MRC2*. In mammals this cytoplasmic receptor is known to regulate MHC I expression but also suggested to contribute to immune responses in other ways, e.g. through regulation of type I IFN responses (Benkö *et al*., 2017). In chicken cells, *NLRC5* expression has been induced upon LPS stimulation (Ciraci *et al*., 2010) and infection with avian influenza virus (Chothe *et al*., 2020). It has also been suggested that *NLRC5* expression promotes type I IFN expression in chicken cells (Lian *et al*., 2012) but also, somewhat conflicting, the expression is also suggested to promote avian influenza virus (Chothe *et al*., 2020) and avian leukosis virus (Qiu *et al*., 2016) replication, respectively. Considering *E. tenella* causes an intracellular infection it is not surprising that a cytoplasmic PRR such as NLRC5 is involved in its recognition. Interestingly we also observe an increased expression of *IFN-β* concurrent with the increased *NLRC5* expression, which supports the earlier observation that NLRC5 could be a positive modulator of type I IFN expression in HD11 cells (Lian *et al*., 2012).

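The CPM of NLRC5 was 20.9 ± 3.62 in infected and 13.9 ± 4.45 in uninfected cells at 24 hpi, 38.6 ± 1.31 and 18.2 ± 5.62 at 48 hpi, and 35 ± 3 and 16.2 ± 1.74 at 72 hpi (mean ± SD, n = 3 each). IFNW1, which the paper names as the gene for IFN-β, was 0.761 ± 0.773 and 0.0159 ± 0.0276 at 48 hpi and 0.832 ± 0.863 and 0 at 72 hpi, from few counts. A correlation of the 2 genes across libraries was not computed, since the time points form separate clusters. The paper relates the concurrent increase to an earlier observation that NLRC5 could be a positive modulator of type I IFN expression in HD11 cells.

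**Figure D4:**
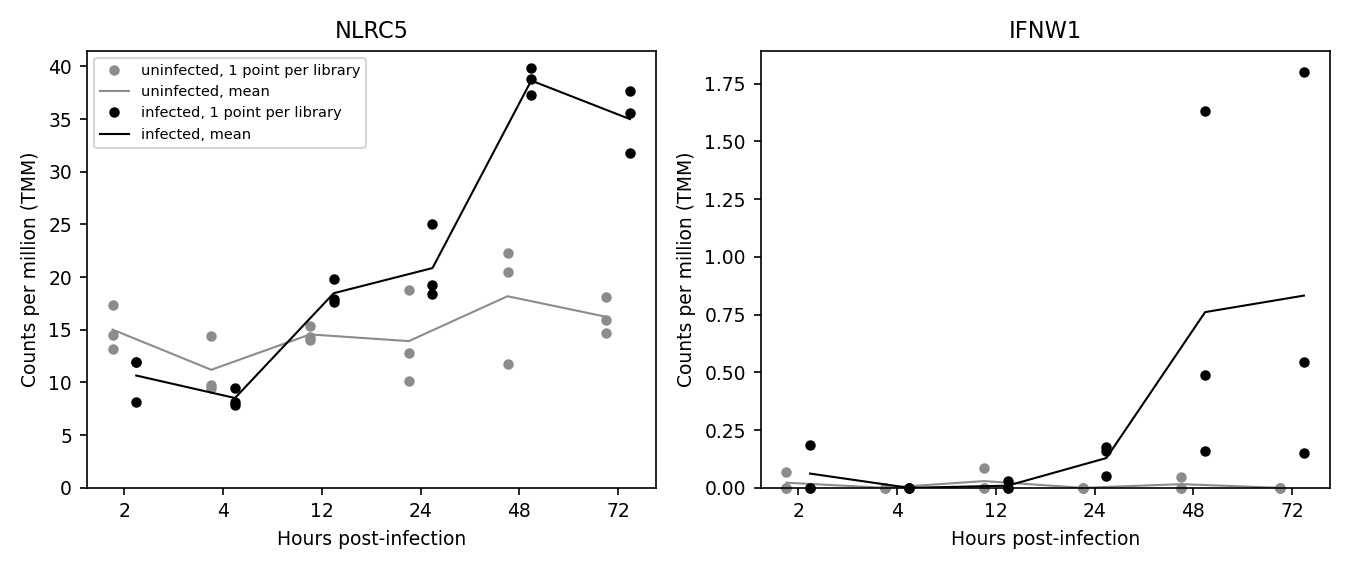
CPM (TMM) of NLRC5 (left) and IFNW1 (right) against hours post-infection, evenly spaced. Each point is 1 library, black for infected and grey for uninfected cells, and lines join the means of 3 libraries. IFNW1 stays at or below 0.0478 in the uninfected libraries at 48 and 72 hpi and reaches 1.8 in an infected one.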

In the present study, *E. tenella* infection elicited a prompt expression of a number of chemokines and pro-inflammatory cytokines by the macrophages. This is an expected reaction upon infection and responses with several of these chemokines and cytokines have also been monitored upon *Eimeria* infection in chickens, e.g. *CCL4*, *IL-8*, *IL-1β* and *CSF3* (Laurent *et al*., 2001; Hong *et al*., 2006*a*, 2006*b*; Cornelissen *et al*., 2009; Zhang *et al*., 2017). 

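At 48 hpi, 0 of 20 cytokines, 1 chemokine and 17 of 281 immune genes were called lower in infected than in uninfected cells (Fisher's exact test for lower immune genes, adjusted p = 9.18e-04, and 0.079 without uninfected replicate 3). For lower chemokines the adjusted p was 0.559, and 0.0287 and 0.0132 without uninfected replicates 1 and 2. Of the cytokine receptors, 4 of 54 were lower at 48 hpi and 15 at 24 hpi, where CSF1R had a log2 fold change of -2.77 (standard error 0.32, edgeR adjusted p = 7.58e-07). The median log2 fold change of all tested immune genes was -0.19 at 48 hpi, where the median over all tested genes was -0.065. Of the called immune genes, 20 were lowest at 48 hpi. CCL4 had a log2 fold change of -1.52 (standard error 0.59, edgeR adjusted p = 0.0925) at 48 hpi, and 0.27 without uninfected replicate 3. Without uninfected replicates 1 and 2 its edgeR adjusted p was 0.0492 and 0.033, with 0.033 to 0.803 over its alternatives.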

A striking observation particularly for the cytokine responses but also many chemokines and many of the other immune system-related genes was the strong downregulation of expression at 48 hpi. This may be a physiological response by the host cells to avoid the negative effects of prolonged inflammatory reactions or due to immune evasive mechanisms exerted by the parasite. For related Apicomplexan parasite *T. gondii* it has been shown that several parasite proteins, e.g. some of the ROPK proteins, downregulate and/or modulate the host immune response in its own favour (Kemp *et al*., 2013; Behnke *et al*., 2016; Hakimi *et al*., 2017). In the current study, we observed upregulation of many *E. tenella ROPK*s during the early infection, some of which could consequently be involved in parasite immune evasion.

Two of the cytokines did not follow the common pattern with downregulation at 48 hpi; *IFN-β* and *IL-11*. Interferon-*β* is a type I IFN important in the innate response to intracellular pathogens and in regulating ensuing T-cell responses towards Th1-type responses and e.g. enabling cross-presentation by antigen-presenting cells to activate cytotoxic T-cells (CTL) (Le Bon and Tough, 2008; Sebina and Haque, 2018). Thus, since a Th1-type response comprising CD8+ T-cells of potential CTL phenotype is crucial for immunity against *Eimeria* infections (McDonald and Shirley, 2009; Kim *et al*., 2019; Soutter *et al*., 2020) the observed *IFN-β* expression may be important for regulation of such responses. Expression of another type I IFN, IFN-*α*, has also been observed after *Eimeria* infection of chickens (Hong *et al*., 2006*a*; Kim *et al*., 2008). Interleukin-11 on the other hand is a cytokine primarily associated with downregulation of pro-inflammatory responses and inhibiting Th1-type responses (Truong *et al*., 2018). Its expression could hence be involved in the observed downregulation of immune responses, initiated either by the host or the parasite.

Several categories of genes known to have important roles in infection in both *E. tenella* and *T. gondii* were examined. The first of these categories of genes were the SAGs, 23 of which are annotated in the *E. tenella* genome with several other candidate SAGs having been identified (Tabarés *et al*., 2004). SAGs 2, 4 and 12 have been shown to have a role in modulating the chicken immune response by affecting the expression of several cytokines, including IFN-*γ* and IL-10, while many of the others have been shown to be immunogenic (Chow *et al*., 2011). In the present study, most of the SAGs show significant and high upregulation at 48 and 72 hpi, indicating a role in the merozoites. This includes both *SAG2* and *SAG12*. However, *SAG4*, along with *SAG13* and *SAG14*, instead shows consistent and significant downregulation. These results are largely similar to those of Tabarés *et al*. (2004), with most SAGs being expressed in the merozoite rather than in the sporozoite. As these are surface proteins, it is highly plausible that many of them are expressed during the maturation of the sporozoites in the oocyst. A potential example to the contrary is *SAG13*, as this gene is expressed in both the merozoites and the sporozoites but a much higher level in the sporozoites. This is also in line with the results of Tabarés *et al*. (2004) who observed the expression of *SAG13* in both stages.

For *E. tenella* a large number of ROPK family members have been identified including several sub-families unique to *E. tenella* (Talevich and Kannan, 2013). In the present study, the ROPK genes showed varied expression profiles, even within sub-families. A good example is *ROPK/Eten_5*, where two genes were downregulated across all time points while the other two were upregulated, though at differing levels. Those ROPK genes that were generally upregulated appear to have a role in the merozoite stage of the *E. tenella* life cycle, potentially showing a difference in the infection mechanisms between sporozoites and merozoites. Indeed, several putative ROPK genes have been detected only in *E. tenella* merozoites rather than sporozoites, including ETH_00000075 (*ROPK/Eten_4*) and ETH_00005905 (*ROP35*) (Oakes *et al*., 2013). 

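ETH_00000075 had 1 count in the sporozoite library and 716 over the 3 infected libraries at 48 hpi, a ratio of 555 after scaling (95% interval 99.3 to 22000, counting error only, edgeR adjusted p = 3.75e-21). At 72 hpi the ratio was 732 (95% interval 131 to 29000, edgeR adjusted p = 4.75e-22) and at 4 hpi it was 175, from 42 counts (95% interval 29.7 to 7070). By library size alone these ratios were 2730, 3770 and 869. ETH_00005905 had 7521 counts in the sporozoite library, and its log2 fold change was -2.65 (standard error 0.28, edgeR adjusted p = 2.76e-13) at 2 hpi, -4.32 (standard error 0.26, edgeR adjusted p = 4.34e-27) at 48 hpi and -2.12 (standard error 0.26, edgeR adjusted p = 5.55e-12) at 72 hpi. Scaled by library size alone its log2 fold change was -0.17 at 2 hpi and 0.24 at 72 hpi, not called at either, and at 48 hpi the alternatives gave -4.47 to -2.03. These counts are of mRNA. For both genes the paper cites an earlier study that found them in merozoites and not in sporozoites, without naming there what was measured. The mRNA counts of ETH_00005905 do not show that pattern, since the sporozoites held many and 48 hpi was lower under all alternatives. The sporozoite library has no replicate.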

Some research has been done on the roles of ROPKs in *E. tenella*, for example, ETH_00005190 (ROPK/Unique_3) has recently been shown to have an important role in preventing host cell apoptosis and arresting the cell cycle (Diallo *et al*., 2019). However, this gene showed no significant expression during the current experiment, which may indicate that it is expressed earlier in the development of the sporozoite. 

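ETH_00005190 had 6 counts over the 3 infected libraries at 72 hpi, 0 over those at each of the other 5 time points and 3 in the sporozoite library. The filter on low counts left it out, so it was not tested, and a count of 0 over the libraries of a time point allows up to 3 counts.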

For genes of the second set of rhoptry proteins, i.e. RONs we observed that *RON2*, *RON8*, *RON4L1* and *RON6* seemed to be expressed during merozoite formation. Indeed, RON2 and RON8 have both been isolated from merozoites while RON4L1 has not (Oakes *et al*., 2013), possibly indicating a difference between expression and translation patterns.

For expression of MIC protein genes of, i.e. MIC, we found a similar pattern to the other *E. tenella* genes, some were strongly downregulated across time points such as two versions of *AMA1*, and others appeared to be focused in the merozoites, such as *AMA1_iso1* and *EtMIC3*. Interestingly, EtMIC3 has been pointed out as important for *E. tenella* tissue specificity to the caecum (Li *et al*., 2020). In the case of the AMA1 paralogues, *AMA1* and *AMA1_iso2* both were expressed across all time points in the present study, though downregulated, while *AMA1_iso1* was almost exclusively expressed in the late time points. This may indicate that different versions of AMA1 are being used for different zoite stages.

In this study dual RNA-Seq allowed us to obtain a comprehensive view of the early interaction between *E. tenella* and the chicken host cell. For this initial analysis, we chose an *in vitro* system with a single host cell type. *In vitro* systems have drawbacks but may achieve valuable data that provide a foundation for better *in vivo* studies. In the present system, the HD11 cells readily supported the first schizogony of *E. tenella* and despite potentially not being the first choice of the host cell for the parasite macrophages have nevertheless been suggested to have a role in *Eimeria* infections *in vivo* (Van Doorninck and Becker, 1957; Trout and Lillehoi, 1993) and also primary chicken macrophages support *E. tenella* replication (Long and Rose, 1976; Zhang *et al*., 2018). Taken together our results provide new insights into host and parasite gene expression and suggest e.g. parasite genes of importance in the early infection events, pathways of recognition of *Eimeria* infection and distinct chemokine and cytokine profiles of the chicken immune system. This is valuable information for further *in vivo* studies on the early recognition of *E. tenella* infection.

## Data

Sequencing data were deposited in the Gene Expression Omnibus under accession number GSE154393 and the Sequence Read Archive under accession number SRP271757.

How the deposited data were processed for this re-analysis (not part of the article)

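RNA was sequenced from HD11 cells infected with E. tenella (18 libraries), from uninfected HD11 cells (20 libraries) and from purified sporozoites (1 library). The files give, for each library, the count per chicken gene and per E. tenella gene, which the authors obtained by mapping trimmed reads to the 2 genomes together and counting them by strand. These counts are whole numbers and not normalized, and the sum of both organisms per library equals the mapped reads of Supplementary Table S1 in 39 of 39 libraries. The deposited normalized signal of the authors holds scaled values of 13128 chicken and 5890 E. tenella genes, and was used here only to check the gene filter and the scaling factors. The factors computed here equalled those of the authors for chicken and differed by a relative 2.31e-04 at most for E. tenella.

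All fits used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn in Python 3.11.15. Genes were filtered with edgeR's filterByExpr on the conditions, counts scaled by TMM factors within each organism, and differences tested with edgeR's quasi-likelihood F-test of the edgeR 3 kind, all conditions of an organism in 1 fit. Fold changes used edgeR's prior count of 0.125, and log CPM for the ordination a prior count of 2. Standard errors were derived from the fold change and the F statistic, since edgeR gives none. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1. Chicken cells were compared between infected and uninfected at each time point, the infection effect between consecutive time points, and uninfected cells at each time point with those at 2 h. E. tenella was compared at each time point with the sporozoite library, and between consecutive time points. Ordination used the 500 genes with the largest differences per pair of libraries, and permutation tests on it 100000 draws.

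Gene lists for mannose receptors, pattern recognition receptors, chemokines, cytokines, cytokine receptors, Toll-like receptor signalling, NOD-like receptor signalling, lysosome, phagosome and immune genes were written from general knowledge, and tested with Fisher's exact test on the called genes, camera and fry. Genes were named by a rule set beforehand: the genes that the paper names, the gene with the smallest adjusted p among those with all replicates on 1 side for each time point and direction (E. tenella at 2 and 48 hpi), and the member of each list with the smallest adjusted p at 24 hpi. The MMR1L symbols were added after the symbols of the count table were seen. The pattern for cytokines also matched 3 tested receptors, so results without them were added after the data were seen. For a gene with 1 to 3 counts in a group, a ratio of scaled counts with a 95% interval is given, and for 0 counts a bound against 3 counts over the group.

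Whether replicate numbers pair the libraries of infected and uninfected cells was checked from correlations of the residuals. At 2 hpi the 3 numbered pairs had correlations of 0.73, 0.40 and 0.42, at 48 hpi 0.19, 0.35 and 0.37 and at 72 hpi 0.32, 0.24 and 0.23, and the numbers were taken as pairs there. At 2 hpi replicate 1 is the pilot library of both groups, so the library series alone can raise the correlations. Crossed pairs were not checked at 2 hpi, so the pairing stays open at that time point. At 4 hpi the correlations were 0.02, 0.34 and 0.48, at 12 hpi -0.03, 0.03 and -0.03 and at 24 hpi -0.25, 0.24 and 0.69, and the numbers were not taken as pairs. The culture numbers in the sample names cross replicates 1 and 2 at 24 hpi, and these crossed pairs had correlations of 0.63 and 0.31. The fit of all results left the numbers out, and the fit with the replicate number as a block is an alternative. The E. tenella counts gave no correlation above 0.09 between consecutive time points.

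The precision that this design gives was tested on simulated data, where 200 genes were changed by 2 on the log2 scale. Depths were those of each library and the spread that of each gene in the fit. Means were taken over all libraries of an organism except the sporozoites, not over those of the comparison. The changed genes were not drawn from those of lowest mean. For chicken at the 6 time points 96.5% to 98.5% of them were recovered, and for the change of the infection effect from 12 to 24 hpi 91%. For E. tenella against sporozoites 78.5% were recovered at 2 hpi and 91% to 100% at the later time points. Of the unchanged genes, at most 7 were called in a direction. Simulated counts do not hold the composition of a real sporozoite library, and its simulated TMM factor at 2 hpi was 1.01.

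The alternatives were edgeR 4's quasi-likelihood method, DESeq2, RLE factors, no low-count filter, only the libraries of a comparison, the replicate number as a block (also with the pairs of 24 hpi crossed), the library series as a covariate or its pilot libraries left out, each replicate left out, and for E. tenella library size alone, a sporozoite library thinned to the depth of the infected libraries and a prior count of 2. The filter by the genes of the authors' normalized tables is the same as the one used. The library series was read from the sample names and the pilot experiment in the methods, and it is confounded with time, since 10 of the libraries at 2, 4 and 24 hpi are pilot libraries. The gene ontology and pathway annotation and the E. tenella product names were not used here.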

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

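The tests of the library series, of a change in uninfected cells, of a single uninfected library, of splits that exchange as many infected as uninfected libraries, of reads moved between libraries and of similar genes were chosen only after the results were seen, as were the settings by library series or without a library for the changes between time points and in uninfected cells.

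The infection effect differed between time points for 50 chicken genes from 12 to 24 hpi (7 rose, 43 fell) and for 9 from 24 to 48 hpi (7 rose, 2 fell), by the test of the change itself. Among the genes named here, the log2 fold change moved from 12 to 24 hpi by -1.55 (edgeR adjusted p = 0.0263) for P2RY13, -1.01 (edgeR adjusted p = 0.0376) for VIM, -1.97 (edgeR adjusted p = 0.0263) for CSF1R, -1.41 (edgeR adjusted p = 0.0222) for IRF5 and -1.02 (edgeR adjusted p = 0.0263) for CYBB, and from 24 to 48 hpi by -3.60 (edgeR adjusted p = 0.00349) for CCL5. For P2RY13, CSF1R, IRF5 and CYBB all 3 infected libraries lay below all 3 uninfected ones at 24 hpi. For 12 to 24 hpi, 11 of 100 splits of the libraries of both time points gave as many genes, and for 24 to 48 hpi 32 of 100. These splits leave chance open for the latter, but they take no account of the pairs at 48 hpi. With the replicate number as a block 49 genes rose and 7 fell from 24 to 48 hpi, though the numbers were not taken as pairs at 24 hpi. Of the 10 other splits for 12 to 24 hpi, 10 exchange unequal numbers of infected and uninfected libraries, so that other differences between the groups enter them. Of the 82 splits that exchange as many infected as uninfected libraries, 1 gave as many genes from 12 to 24 hpi, the real one, and 15 from 24 to 48 hpi. Mixing time points also raises the spread within the groups of such a split, so for 12 to 24 hpi the splits leave chance open. The changes from 2 to 4, from 4 to 12 and from 48 to 72 hpi gave 0 genes with edgeR, where 138, 340 and 642 had an unadjusted p under 0.05. With the replicate number as a block 1 gene rose and 1 fell from 48 to 72 hpi. For these 0 counts 200 of 200 splits reach that count by definition, so none was run and nothing is decided by them.

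These changes rest on 24 hpi, where the number of lower genes exceeded that at 12 and 48 hpi and where 2 of the 3 pairs of libraries come from the pilot series. What the tables argue against is a single uninfected library with a low scaling factor: without uninfected replicate 2, whose factor of 0.755 is the lowest of its group, 763 genes were still lower, above the 286 at 48 hpi. The library series stays open. In the main series the single pair at 24 hpi had 852 genes lower by more than 1 on the log2 scale, against 459, 440 and 413 in the same-numbered libraries at 12 hpi and 463, 440 and 1942 in those at 48 hpi, so 1 pair at 48 hpi had more. Without the pilot libraries the change from 12 to 24 hpi called 0 genes that rose and 1 that fell, and that from 24 to 48 hpi 0 and 0, and with the library series as a covariate 12 and 81, and 26 and 7. Leaving out a library at 24 hpi moved the change from 12 to 24 hpi to 0 and 0 without infected replicate 1, to 0 and 5 without uninfected replicate 1, to 3 and 24 without infected replicate 2 and to 68 and 169 without uninfected replicate 3, and leaving out any library at 12 hpi to at most 2 and 11.

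A change in uninfected cells rather than in infected ones was also weighed for 24 hpi. The genes lower in the pilot libraries alone were followed from 12 to 24 hpi in the main series. They moved by a median of -0.25 in infected and -0.02 in uninfected cells on the log2 scale. Of 10000 random lists, 0 were as low in infected cells, where the lowest was -0.05. In uninfected cells the lowest random list was -0.01, so the median there also lay below all of them. The main series has 1 library of each group at 24 hpi, so neither fall can be told apart from the chance of a single library. Against uninfected cells at 2 h of the main series, the genes called lower at 24 hpi had a median of 1.01 in the uninfected pilot libraries and 0.21 in the uninfected main library, and of -0.71 and -0.82 in the infected ones. The medians of the 3 same-numbered pairs at 24 hpi were -1.84, -1.50 and -1.04, the last from the main series, and those of the pilot pairs crossed by culture number -1.75 and -1.52, and these genes were chosen for being lower. The size of the fall may be raised by the uninfected pilot libraries, while a fall in infected cells by the time point, the biological explanation in the design, stays open.

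In uninfected cells, which the paper uses as controls and does not compare over time, 814 genes differed at 24 h from those at 2 h, 992 at 48 h and 2172 at 72 h. At 24 h 2 of 10 splits of the 6 libraries gave as many genes, and the larger, 1509, was the split of pilot against main libraries. Without the pilot libraries edgeR called 0 genes higher and 0 lower at 24 h, from 1 library there, and with the library series as a covariate 476 and 87. Leaving out uninfected replicate 2 at 24 h gave 2 and 0, replicate 3 there 1617 and 590, and replicates 2 and 3 at 2 h 243 and 29, and 262 and 32. The library series is therefore a candidate explanation for the difference at 24 h. At 48 and 72 h 1 of 10 splits each gave as many, the real one, and the others called 0 genes. The share cannot fall below 0.1, so the splits alone cannot exclude chance. Without the pilot libraries 890 genes were higher and 221 lower at 48 h and 1423 and 771 at 72 h. With the library series as a covariate they were 1057 and 271, and 1558 and 753. Time in culture stays open there as an explanation.

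The 20 uninfected libraries held 3989 counts on E. tenella genes together, 52 to 577 per library. Similar chicken genes as the main source are argued against: the 33 genes with a share over 10 times higher in uninfected cells held 347 of these counts, 8.7%. Reads moved between libraries stay open. Of the counts in uninfected main libraries at 0 to 12 h, 0.595% (12 of 2017) lay in 308 genes at least 20 times higher in share at 48 hpi than earlier, against 0.022% to 0.274% in infected libraries of 2 to 12 hpi. The uninfected libraries ranged from 0% to 5.56%, and those of the pilot series, where no library at 48 hpi was made, held 0.713%, so 12 counts cannot decide. No biological explanation was tested.

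The sporozoite library, which the paper uses for E. tenella alone, held 5708 counts on chicken genes, 0.046% of its counts. The design has no second sporozoite library, and where these reads come from was not tested.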

How the results depend on the processing

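The alternatives that thinned the sporozoite library with its factor kept, used the library series or left out libraries for the uninfected and interaction counts, used the library series for E. tenella between consecutive time points, and repeated the list tests with a block or without a replicate were chosen only after the results were seen. Values in brackets are those as reported.

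Fitting only the libraries of the comparison, the chicken genes higher in infected cells numbered 12 at 2 hpi, 19 at 4 hpi, 282 at 12 hpi, 19 at 24 hpi and 64 at 48 hpi, and the chicken genes lower in infected cells numbered 1 at 4 hpi, 302 at 12 hpi, 58 at 24 hpi and 10 at 48 hpi. Under it the E. tenella genes lower than in sporozoites numbered 64 at 2 hpi and 821 at 4 hpi. With the replicate number as a block, the chicken genes higher in infected cells numbered 38 at 2 hpi and 243 at 12 hpi, and the chicken genes lower in infected cells numbered 32 at 4 hpi, 233 at 12 hpi and 274 at 72 hpi. There the genes whose infection effect rose numbered 16 from 12 to 24 hpi, 49 from 24 to 48 hpi and 1 from 48 to 72 hpi, and the genes whose infection effect fell numbered 109 from 12 to 24 hpi, 7 from 24 to 48 hpi and 1 from 48 to 72 hpi. Under it the adjusted p of lists for lower genes was 0.0123 (0.536) for phagosome at 72 hpi. With that block and the pairs crossed at 24 hpi, the chicken genes higher in infected cells numbered 44 at 2 hpi, 154 at 4 hpi and 259 at 12 hpi, and the chicken genes lower in infected cells numbered 1 at 2 hpi, 52 at 4 hpi, 260 at 12 hpi and 296 at 72 hpi. With the library series as a covariate, the chicken genes higher in infected cells numbered 35 at 2 hpi, and the chicken genes lower in infected cells numbered 22 at 4 hpi, 439 at 48 hpi and 228 at 72 hpi.

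Under it the genes whose infection effect rose numbered 1 from 4 to 12 hpi, 12 from 12 to 24 hpi and 26 from 24 to 48 hpi, and the genes whose infection effect fell numbered 81 from 12 to 24 hpi and 7 from 24 to 48 hpi. In the same fit the genes higher in uninfected cells than at 2 h numbered 476 at 24 hpi, and the E. tenella genes higher against the time point before numbered 132 at 24 hpi. There the E. tenella genes lower against the time point before numbered 56 at 24 hpi and 540 at 48 hpi. Without the pilot libraries, the chicken genes higher in infected cells numbered 13 at 2 hpi, 19 at 4 hpi and 17 at 24 hpi, and the chicken genes lower in infected cells numbered 0 at 4 hpi, 239 at 12 hpi, 75 at 24 hpi and 217 at 72 hpi. In the same fit the genes whose infection effect rose numbered 0 from 12 to 24 hpi and 0 from 24 to 48 hpi, and the genes whose infection effect fell numbered 1 from 12 to 24 hpi and 0 from 24 to 48 hpi. There the genes higher in uninfected cells than at 2 h numbered 15 at 4 hpi and 0 at 24 hpi, and the genes lower in uninfected cells than at 2 h numbered 32 at 4 hpi, 1 at 12 hpi and 0 at 24 hpi. With DESeq2, the chicken genes lower in infected cells numbered 1 at 2 hpi and 17 at 4 hpi, and the E. tenella genes higher than in sporozoites numbered 666 at 2 hpi and 2254 at 4 hpi.

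In the same fit the E. tenella genes lower than in sporozoites numbered 203 at 2 hpi, 641 at 4 hpi, 940 at 12 hpi, 905 at 24 hpi, 933 at 48 hpi and 885 at 72 hpi. Without the low-count filter, the genes whose infection effect rose numbered 3 from 12 to 24 hpi, and the E. tenella genes higher than in sporozoites numbered 215 at 2 hpi. Under it the E. tenella genes lower than in sporozoites numbered 1546 at 2 hpi, and the E. tenella genes higher against the time point before numbered 314 at 4 hpi. In the same fit the E. tenella genes lower against the time point before numbered 38 at 4 hpi, and the median log2 fold changes were 1.41 (2.77) for chemokines at 12 hpi, 0 (0.045) for cytokines at 4 hpi, 0 (0.61) for cytokines at 12 hpi, -0.13 (-0.48) for cytokine receptors at 24 hpi, 0.049 (0.062) for NOD-like receptor signalling at 12 hpi, -0.79 (-0.82) for lysosome at 24 hpi, -0.13 (-0.18) for phagosome at 72 hpi, -0.054 (-0.18) for immune genes at 24 hpi, 0.43 (1.53) for chemokines at 24 hpi, -0.043 (-0.062) for NOD-like receptor signalling at 72 hpi and -0.055 (-0.19) for immune genes at 48 hpi. With edgeR 4's quasi-likelihood method, the genes lower in uninfected cells than at 2 h numbered 1 at 12 hpi. With RLE factors, the E. tenella genes higher than in sporozoites numbered 478 at 2 hpi and 2194 at 4 hpi, and the E. tenella genes lower than in sporozoites numbered 287 at 2 hpi, 672 at 4 hpi, 977 at 12 hpi, 925 at 24 hpi, 946 at 48 hpi and 903 at 72 hpi. In the same fit the E. tenella genes higher against the time point before numbered 279 at 4 hpi and 442 at 72 hpi, and the E. tenella genes lower against the time point before numbered 66 at 4 hpi and 546 at 12 hpi.

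There the median log2 fold changes were 0.049 (0.062) for NOD-like receptor signalling at 12 hpi, -0.15 (-0.18) for phagosome at 72 hpi, -0.018 (-0.051) for NOD-like receptor signalling at 48 hpi and -0.034 (-0.062) for NOD-like receptor signalling at 72 hpi. With library size alone, the E. tenella genes higher than in sporozoites numbered 992 at 2 hpi, 3163 at 4 hpi, 3784 at 12 hpi, 4019 at 24 hpi and 3989 at 72 hpi, and the E. tenella genes lower than in sporozoites numbered 58 at 2 hpi, 155 at 4 hpi, 576 at 12 hpi, 560 at 24 hpi, 867 at 48 hpi and 636 at 72 hpi. In the same fit the log2 fold change of ETH_00005905 at 72 hpi was 0.24 in place of -2.12. With the thinned sporozoite library, the E. tenella genes higher than in sporozoites numbered 7 at 2 hpi, and the E. tenella genes lower than in sporozoites numbered 4 at 2 hpi, 303 at 4 hpi, 797 at 12 hpi, 1030 at 24 hpi and 1102 at 72 hpi. With that library and the full factors kept, the E. tenella genes higher than in sporozoites numbered 0 at 2 hpi, 85 at 4 hpi, 534 at 12 hpi, 886 at 24 hpi and 1367 at 72 hpi, and the E. tenella genes lower than in sporozoites numbered 1136 at 2 hpi. With fry, the adjusted p of lists for lower genes were 0.0056 (0.342) for mannose receptors at 24 hpi, 0.00462 (0.536) for phagosome at 72 hpi, 0.0433 (1) for TLR signalling at 48 hpi and 0.709 (0.00502) for TLR signalling at 12 hpi, and the adjusted p of lists for higher genes were 0.122 (7.37e-04) for chemokines at 72 hpi, 0.513 (8.75e-07) for TLR signalling at 4 hpi, 0.709 (1.84e-06) for TLR signalling at 12 hpi, 0.0553 (0.00404) for NOD-like receptor signalling at 12 hpi and 0.0578 (6.79e-06) for chemokines at 24 hpi. With camera, the adjusted p of lists for higher genes were 0.401 (8.75e-07) for TLR signalling at 4 hpi, 0.89 (1.84e-06) for TLR signalling at 12 hpi and 0.162 (0.00404) for NOD-like receptor signalling at 12 hpi, and the adjusted p of lists for lower genes were 0.00676 (0.536) for phagosome at 72 hpi, 0.977 (0.559) for chemokines at 48 hpi, 0.156 (9.18e-04) for immune genes at 48 hpi and 0.89 (0.00502) for TLR signalling at 12 hpi.

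With the receptors left out of the cytokine list, the median log2 fold change was 0.77 (0.61) for cytokines at 12 hpi. In the pilot series alone, the E. tenella share at 2 hpi was 0.585 in place of 0.517. With all genes in the ordination, the chicken dimension 1, infected minus uninfected was -0.093 in place of -0.37, and the chicken dimension 2, late minus early was -0.15 in place of 0.30. With the top 2000 genes, the chicken dimension 2, late minus early was -0.038 in place of 0.30. With a common gene selection, the chicken dimension 2, late minus early was 0.36 in place of 0.30, and the E. tenella distance between over within the 3 groups of time points was 3.02 in place of 1.8.

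Of the lists that camera called at an adjusted p under 0.05, fry called all but pattern recognition receptors, cytokine receptors and lysosome at 2 hpi, lysosome at 4 hpi, and chemokines at 24 and 72 hpi in the same direction. The list medians at 4 hpi for Toll-like receptor signalling lay below 0 while its called genes were mostly higher. That of the mannose receptors at 24 hpi lay above 0 while the test was for lower genes, because MRC2, with 3 counts against 0, is 1 of its 2 members.

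With 1 library left out in turn, these results moved by more than 1.5 times or changed their side of a threshold. The chicken genes higher in infected cells ranged from 49 to 117 at 4 hpi, 82 to 110 at 12 hpi, 213 to 603 at 24 hpi, 201 to 410 at 48 hpi and 114 to 288 at 72 hpi. The chicken genes lower in infected cells ranged from 2 to 54 at 4 hpi, 68 to 89 at 12 hpi, 717 to 1370 at 24 hpi, 60 to 359 at 48 hpi and 28 to 184 at 72 hpi. The E. tenella genes higher than in sporozoites ranged from 82 to 235 at 2 hpi. The E. tenella genes lower than in sporozoites ranged from 1155 to 1238 at 2 hpi and 1416 to 2082 at 4 hpi. The E. tenella genes higher against the time point before ranged from 199 to 496 at 4 hpi and 176 to 276 at 24 hpi. The E. tenella genes lower against the time point before ranged from 2 to 13 at 4 hpi, 624 to 1031 at 12 hpi and 87 to 291 at 24 hpi. The genes whose infection effect rose ranged from 0 to 68 from 12 to 24 hpi and 0 to 91 from 24 to 48 hpi. The genes whose infection effect fell ranged from 0 to 169 from 12 to 24 hpi and 1 to 23 from 24 to 48 hpi. The genes lower in uninfected cells than at 2 h ranged from 0 to 20 at 4 hpi and 0 to 590 at 24 hpi. The genes higher in uninfected cells than at 2 h ranged from 2 to 1617 at 24 hpi. The adjusted p of lists for higher genes ranged from 0.00469 to 1 for chemokines at 72 hpi, 1.39e-04 to 0.267 for cytokines at 4 hpi, 4.34e-05 to 0.0978 for NOD-like receptor signalling at 4 hpi and 4.75e-08 to 0.081 for chemokines at 24 hpi. The adjusted p of lists for lower genes ranged from 0.00232 to 0.75 for phagosome at 48 hpi, 0.0132 to 1 for chemokines at 48 hpi, 5.08e-05 to 0.079 for immune genes at 48 hpi and 4.81e-04 to 0.193 for TLR signalling at 12 hpi. CCL4 at 48 hpi, with a log2 fold change of -1.52, ranged from -1.96 to 0.27 and changed sign without uninfected replicate 3.

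The counts that follow include the named genes and are of results that stayed within 1.5 times or on their side of the threshold. They were at least 118 under edgeR 4's method, 139 under RLE factors and 141 without the filter. Under DESeq2 they were at least 83, under the block 109 and under the library series 115. They leave out some list medians that moved by less, such as lysosome at 24 hpi without the filter (-0.79 against -0.82). A prior count of 2 moved no count of called genes by more than 1.5 times, and leaving out the pilot libraries or 1 of 3 replicates can leave a group with 1 or 2 libraries, whose spread was then taken from the other groups. For IFNW1 and some other genes with few counts, an alternative whose filter left the gene out gives no value.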

Differences from the paper's values

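None of the values that the paper states for the share of E. tenella, the number of reads or the size of the annotation differs by more than 1.5 times from the value computed here. The statements below differ in a gene, a ranking or a direction. Alternatives named here were set before the data were examined, unless stated.

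The paper puts the highest number of upregulated chicken genes at 24 hpi. Here it was at 48 hpi, 376 against 336 at 24 hpi. The order was that of the paper for 5 of the 12 libraries at 24 and 48 hpi when each was left out in turn. At 48 hpi these were infected replicate 1 (299 at 48 hpi against 327 at 24 hpi), infected replicate 3 (201 at 48 hpi against 332 at 24 hpi), uninfected replicate 1 (275 at 48 hpi against 337 at 24 hpi) and uninfected replicate 2 (290 at 48 hpi against 343 at 24 hpi), and at 24 hpi uninfected replicate 3 (443 at 48 hpi against 603 at 24 hpi). Fitting each time point alone put the peak at 12 hpi, 282 against 19 at 24 hpi and 64 at 48 hpi, and without the pilot libraries it stayed at 48 hpi, 507 against 17 at 24 hpi. In downregulated genes and in the total, 24 hpi was highest here too, apart from these 2 fits, where 58 were lower at 24 hpi against 302 at 12 hpi, and 75 against 423 at 48 hpi.

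The paper places infection along the first and time along the second axis of the chicken ordination. Here libraries of 48 and 72 hpi and of 2 and 4 hpi lay 1.89 apart on the first axis and 0.30 on the second, and infected and uninfected libraries -0.37 and 0.95. No gene selection that was run reversed this order.

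The paper has both higher and lower E. tenella genes increase quickly from 2 hpi. Here the higher genes rose from 88 at 2 hpi to 1134 at 4 hpi, while the lower ones fell from 2682 to 2136. This fall rests on the scaling, since the lower genes rose from 58 to 155 with library size alone, from 287 to 672 with RLE factors and from 203 to 641 with DESeq2. Leaving out infected replicate 1, 2 or 3 at 2 hpi gave 1155, 1224 and 1238 there, also below the number at 4 hpi, which was 1416 without replicate 3 at 4 hpi.

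The paper puts the peak of the chemokines at 4 hpi. Here 7 of 14 were called higher at 4 hpi and 9 at 12 hpi, and the median log2 fold change was 2.34 and 2.77. Without the low-count filter the median was higher at 4 hpi, 2.08 against 1.41, and IL8L1 and CCL4 were higher at 4 hpi too. The test of the change from 4 to 12 hpi called 0 genes with edgeR (340 at an unadjusted p under 0.05).

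The paper reports CX3CL1 as upregulated from 4 hpi. Here its log2 fold change at 4 hpi was 2.12 (edgeR adjusted p = 0.209), and no alternative that was run called it there, while it was called at 12, 24, 48 and 72 hpi. CCL1, to which the paper gives a similar pattern, was called at 4, 12 and 24 hpi, but not at 48 hpi (2.41, edgeR adjusted p = 0.059) or 72 hpi (edgeR adjusted p = 0.1). At 48 hpi edgeR 4's method, the replicate block, the same block with the pairs crossed at 24 hpi, the library series as a covariate, DESeq2 and the fits without infected replicate 2 or uninfected replicate 3 called it (edgeR or DESeq2 adjusted p 0.00908 to 0.298 over all alternatives).

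The paper puts all mannose receptors other than MRC2 below uninfected cells at all time points. Here 27 of 30 values of MRC1 and MMR1L1 to MMR1L4 were below 0, all 5 at 24 hpi among them. MMR1L1 was 0.045 at 2 hpi and 0.14 at 72 hpi on the log2 scale, and MMR1L2 0.60 at 72 hpi. For MRC2, which the paper has below uninfected cells at 2 hpi, there were 0 counts in infected and 1 in uninfected cells, too few to give a direction.

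The paper describes strong downregulation of cytokines and many chemokines at 48 hpi. Here 0 of 20 cytokines, with the receptors that the list also held left out after seeing the data, and 1 of 14 chemokines were called lower than in uninfected cells, 0 and 5 with adjustment over the list alone, and 9 cytokines and 9 chemokines had a log2 fold change below 0.

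The paper puts the peak of the early cytokines, IL1B among them, at 12 hpi. Here the log2 fold change of IL1B was 2.29 at 4 hpi, 2.11 at 12 hpi and 2.54 at 72 hpi, while CSF1 and CSF3 were higher at 12 than at 4 hpi.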

Other observations

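The tests of background counts at 2 hpi, of E. tenella reads on chicken genes and of splits by crossed pairs at 24 hpi were chosen only after the results were seen, as was the thinned sporozoite library with the factor of the full one.

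At 2 hpi 2682 E. tenella genes were lower than in the sporozoite library and 88 higher, whereas by library size alone 58 were lower and 992 higher. The 100 most abundant genes of the sporozoite library, which hold 55.8% of its counts, are argued against as the whole cause. Without them its TMM factor was 0.308, nearer to 1 than 0.2 but still far below it. No other set was left out, so a part played by abundant genes, or a broader set of them, stays open. A factor set by depth stays open. Thinned to the depth at 2 hpi, the sporozoite library had a factor of 1.002 in place of 0.2, and 4 genes were lower. Thinning also removes counts and with them calls, since with the factor of the full library kept 1136 genes were lower and 0 higher. In a fit of the libraries at 2 hpi and the sporozoites alone, which tested 1721 genes, the factor was 0.833 and 64 genes were lower and 110 higher. The excess of lower genes at 2 hpi may therefore come from the scaling of 1 deep library against 3 shallow ones, in which 25.6% of the tested genes had 0 counts together. A change of the parasite on entering cells, the biological explanation in the design, stays open.

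Of the 88 E. tenella genes higher at 2 hpi, background counts that also reach uninfected libraries came to at least 50% of the infected counts for 1, ETH_00028310, and to 3.12% of the counts of these genes together, which argues against such reads from other sources for the list as a whole. ETH_00028310, the gene with the smallest adjusted p among them, had 29 counts at 2 hpi where 34.3 are expected from the uninfected libraries of the same series, and 232 of the 3989 E. tenella counts of the uninfected libraries. Its level at 2 hpi is no evidence of parasite expression. With the uninfected main libraries of all time points as background, 13 genes reached 50%, which leaves single genes of the list open.

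Of the 376 chicken genes higher at 48 hpi, 0 had 10% or more of their counts expected from E. tenella reads mapping to chicken genes, as judged by the sporozoite library. Parasite genes that sporozoites do not transcribe are not covered by this test, so such reads cannot be told apart from chicken ones for the stages at 48 hpi. MRC2 and IFNW1 had 0 counts in the sporozoite library. Of the 354 of these genes with a known place, 30 lay next to another one, against a mean of 19.9 in 10000 random lists of like expression (one-sided permutation p = 0.07). Transcription running on into neighbouring genes, or tandem copies, cannot be told apart from chance by this count. Infection, as the design names it, stays open.

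For the comparisons of infected with uninfected cells, 3 libraries against 3 give 10 splits. The real split gave the most genes at each of the 6 time points (1 of 10 splits). This share cannot fall below 0.1, so the splits alone cannot exclude chance for a single time point. The highest other split called 912 genes at 24 hpi, against 1246, and 210 at 48 hpi. At 2, 48 and 72 hpi, where the replicate numbers were taken as pairs, 4 splits part all pairs, and the others of these called 0 genes. At 24 hpi 4 splits part the 3 pairs by culture number, crossed for replicates 1 and 2, and the others of these called 0 genes, while the split with 912 genes keeps a pair together. Over the 6 time points together, 1 of 100 splits gave as many genes, the real one with 2714 against at most 1028, so chance is excluded for the infection effect as a whole. Between consecutive time points of E. tenella the real split gave the most genes in each of 5 comparisons, 1 of 10 splits each, and the highest other split called 13, 0, 9, 0 and 0 genes in time order. With 10 splits this share alone cannot exclude chance for a single comparison.

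In uninfected cells edgeR called 0 genes between 2 and 4 h and between 2 and 12 h, where 1560 and 881 had an unadjusted p under 0.05, and 10 of 10 splits reach that count by definition, which decides nothing. Without the pilot libraries 15 genes were higher and 32 lower at 4 h, and without uninfected replicate 1 at 2 h 20 were lower. Between 0 and 2 h, with 2 libraries at 0 h, 4 genes were higher at 2 h and 0 lower.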
